# Dissection of the style’s response to pollination using transcriptome profiling in self-compatible (*Solanum pimpinellifolium*) and self-incompatible (*Solanum chilense*) tomato species

**DOI:** 10.1186/s12870-015-0492-7

**Published:** 2015-05-15

**Authors:** Panfeng Zhao, Lida Zhang, Lingxia Zhao

**Keywords:** Tomato, Self-incompatibility, Self-compatibility, Style, Transcriptome

## Abstract

**Background:**

Tomato (*Solanum lycopersicum*) self-compatibility (SC) is defined as self-pollen tubes that can penetrate their own stigma, elongate in the style and fertilize their own ovules. Self-incompatibility (SI) is defined as self-pollen tubes that are prevented from developing in the style. To determine the influence of gene expression on style self-pollination, a transcriptome-wide comparative analysis of SC and SI tomato unpollinated/pollinated styles was performed using RNA-sequencing (RNA-seq) data.

**Results:**

Transcriptome profiles of 24-h unpollination (UP) and self-pollination (P) styles from SC and SI tomato species were generated using high-throughput next generation sequencing. From the comparison of SC self-pollinated and unpollinated styles, 1341 differentially expressed genes (DEGs) were identified, of which 753 were downregulated and 588 were upregulated. From the comparison of SI self-pollinated and unpollinated styles, 804 DEGs were identified, of which 215 were downregulated and 589 were upregulated. Nine gene ontology (GO) terms were enriched significantly in SC and 78 GO terms were enriched significantly in SI. A total of 105 enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were identified in SC and 80 enriched KEGG pathways were identified in SI, among which “Cysteine and methionine metabolism pathway” and “Plant hormone signal transduction pathway” were significantly enriched in SI.

**Conclusions:**

This study is the first global transcriptome-wide comparative analysis of SC and SI tomato unpollinated/pollinated styles. Advanced bioinformatic analysis of DEGs uncovered the pathways of “Cysteine and methionine metabolism” and “Plant hormone signal transduction”, which are likely to play important roles in the control of pollen tubes growth in SI species.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0492-7) contains supplementary material, which is available to authorized users.

## Background

In flowering plants, the male organ of the flower is the stamen and the female organ of the flower is pistil. The stamen comprises an anther generating pollen grains and a filament supporting the anther. The pistil comprises the stigma, the style and the ovary. Pollination is a process of pollen-pistil interaction during which pollen adheres, hydrates, and germinates on the stigma, the pollen tube elongates on an active extracellular matrix in the style and finally transports male gametes (sperm cells) to the ovary, releasing it into ovules to complete fertilization [1]. Mate selection is crucial to successful reproduction and species survival [2]. Self-compatibility (SC) and self-incompatibility (SI) are the two predominant forms of mate selection. SC is defined as self-pollen that can penetrate its own pistil and fertilize its own ovules [1]; SI is where self-pollen is prevented from developing on the pistil [3].

Tomatoes (*Solanum lycopersicum*) are one of the most important vegetable crops in the world, and possess genetic diversities in fruit color, size, and mating system. In particular, the mating systems play key roles to control the reproductive habits between intra-/interspecies in tomatoes. Generally, color-fruited species such as *Solanum lycopersicum*, *S. pimpinellifolium* and *S. neorickii* are SC species, while some green-fruit species, such as *S. habrochaites* and *S. chilense*, are SI species [4]. However, the growth of pollen tubes within styles differs between SI and SC species. Pollen growth is arrested at the middle style in SI species, but not in SC. Some models were proposed for growth behavior of pollen tubes within styles that are related to pollen factors such as F-box protein and pistil factor of RNase [5,6]; however, the mechanism controlling the growth of pollen tubes remains unclear in tomatoes.

The transcriptome is the sum of all the RNA transcription for specific cells in a certain functional condition, including mRNAs, non-coding RNAs (ncRNA) and small RNAs [7,8]. RNA-Seq is a deep-sequencing technology [7,9] that has many advantages compared with Serial Analysis of Gene Expression (SAGE) [10], Expressed Sequence Tag (EST) [11], cDNA-amplified fragment length polymorphism (AFLP) [12], DNA microarrays [13] and massively parallel signature sequencing (MPSS) [14]. RNA-seq has already been widely used for transcriptome research in *Miscanthus sinensis* [15], tomato [16], *Wolfiporia cocos* [17], *Hevea brasiliensis* [18], *Populus tomentosa* [19], *Lolium rigidum* [20] and wheat [21]. It has also been applied to study pollination in maize [22,23], and to study SC/SI in *Citrus clementina* [24], lemon [25] and *Leymus chinensis* [26]. To understand what occurs after pollination in the styles of tomatoes of different mating types at the transcriptome level, we compared the transcription profiles differences between tomato SI and SC species. The results provide valuable information for understanding the growth behavior of pollen tubes within styles.

At present, research into tomato SC and SI has mainly concentrated on the S-RNase aspect, with no comprehensive transcriptome-level studies. Thus, to the best of our knowledge, this is the first study to perform comparative transcriptome analyses of SC and SI tomato unpollinated/pollinated styles using RNA-seq. The results of RNA-seq were analyzed by mapping, differential gene expression analysis, GO and pathway analysis. The results revealed comprehensive information concerning SI and SC, and provided clues to the molecular mechanisms of SI and SC.

## Results

### Summary of RNA-seq datasets

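Styles with their stigmas were taken from self-compatible (SC) S. pimpinellifolium LA1585 and self-incompatible (SI) S. chilense LA0130, unpollinated (UP) and 24 h after self-pollination (P). Each of the 4 groups (SCUP, SCP, SIUP and SIP) had 3 libraries, 12 in all, which the paper calls biological replicates. The sources used here do not say that the 3 libraries of a group came from separate plants, so the p-values measure only the spread between these samples, which may be technical. The authors filtered the read pairs with Trimmomatic, aligned them to the tomato reference genome with TopHat, counted them per gene with HTSeq and deposited the counts as RPKM, a unit that corrects for gene length and library depth. The submitters' processing notes name Trimmomatic 0.32 and TopHat2. The genome build, and how reads that match several genes were counted, are not given in the sources used here, so members of a gene family may share reads. The whole reads on genes, recovered from the steps of the RPKM values, numbered 13,397,026 to 14,499,207 (median 13,945,769) per SCUP library, 12,926,250 to 13,773,941 (median 13,142,553) per SCP library, 11,650,217 to 11,933,635 (median 11,756,337) per SIUP library and 10,174,283 to 11,330,121 (median 11,154,694) per SIP library. At this depth 1 read on a gene of 1 kb was worth 0.0690 to 0.0774 RPKM in SC and 0.0838 to 0.0983 RPKM in SI. Expression in P styles was compared with that in UP styles within each species by limma on log2(RPKM + 0.5), over the genes with at least 1 RPKM in at least 3 of the 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.05. Fold changes are on this log2 scale, which understates the change of genes with low values. Levels were not compared between the species, because in Table 1 a smaller share of the SI read pairs mapped to the tomato genome. Instead, the difference between the SI and SC responses was tested as an interaction over the 12 libraries. The p-values in the authors' deposited table equal those of a two-sided unequal-variance test on RPKM with no adjustment, with a largest difference of 3.35e-13 in SC and 1.66e-13 in SI.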

SC unpollination/self-pollination (SCUP/SCP) and SI unpollination/self-pollination (SIUP/SIP) styles **(**total of 12 samples**)** were performed RNA-seq. The raw sequence data yielded approximately 3.0 gigabases (GB) per sample and more than 96% of the raw read pairs obtained had a quality score of ≥ Q20. Total raw read pairs among the 12 samples ranged from 15 to 18 million. By later removing reads containing adapters, reads containing poly-N and low-quality reads from the raw data, high-quality read pairs were obtained. The number of high-quality read pairs among the 12 samples ranged from 14 to 17 million (about 98% of the raw read pairs). 

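The deposited quality table gives 15,510,971 to 18,986,356 raw read pairs per library, of which 13,879,490 to 17,021,427 were kept as high-quality pairs. Recomputed from these counts, the kept share was 89.4% to 90.0% over the 12 libraries. It ranged from 89.4% to 89.7% in SCUP, from 89.5% to 90.0% in SCP, from 89.5% to 90.0% in SIUP and from 89.5% to 90.0% in SIP, so the groups were filtered to about the same degree.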

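The number of reads that the deposited RPKM values place on genes was 85.2% to 88.0% of the number of high-quality read pairs in the 6 SC libraries and 72.6% to 74.7% in the 6 SI libraries. It was 94.4% to 95.9% of the number of mapped read pairs that the paper gives for the SC libraries and 106% to 108% of that for the SI libraries. The reads on genes and the read pairs are therefore not counts of the same kind, and these ratios are not the part of the read pairs that fell on genes. Within a species the ratios to the high-quality read pairs were close, at 85.2% to 86.1% in SCUP and 86.4% to 88.0% in SCP, and at 72.6% to 74.0% in SIUP and 73.3% to 74.7% in SIP. A library of SI styles had 22,898 to 23,179 genes above 0 and a library of SC styles 23,615 to 24,111. The 10 most abundant genes took 4.56% to 6.60% of the reads in SC and 7.16% to 8.12% in SI.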

Approximately 90% of the high-quality read pairs from the SC samples and 70% of the SI samples could be mapped to the tomato reference genome sequence. In addition, unmapped read pairs ranged from 1 to 5 million and multiple mapped read pairs ranged from about 0.30% to 0.50% of mapped read pairs among the 12 samples (Table 1).

**Table 1:** **Statistics of raw and mapped read pairs from RNA**-**seq analysis of SC unpollination/self-pollination (SCUP/SCP) and SI unpollination/self-pollination (SIUP/SIP) styles**

**Sample ID**	**Raw read pairs**	**High-quality read pairs**	**High-quality Percent**	**Mapped read pairs**	**Mapped Percent**	**Unmapped read pairs**	**Multi-mapped read pairs**	**Multi-mapped Percent**
SCP1	17000933	15215933	89.50%	13817410	90.80%	1398523	65920	0.50%
SCP2	16374027	14680679	89.66%	13485391	91.90%	1195288	59339	0.50%
SCP3	17667649	15893802	89.96%	14489321	91.20%	1404481	67431	0.50%
SCUP1	18248702	16320337	89.43%	14747316	90.40%	1573021	48233	0.30%
SCUP2	17346914	15557760	89.69%	14145517	90.90%	1412243	59543	0.40%
SCUP3	18986356	17021427	89.65%	15362024	90.30%	1659403	56730	0.40%
SIP1	15510971	13879490	89.48%	9431478	68.00%	4448012	32428	0.30%
SIP2	16845976	15163409	90.01%	10608995	70.00%	4554414	37544	0.40%
SIP3	16920459	15154474	89.56%	10396040	68.60%	4758434	43009	0.40%
SIUP1	17664280	15847493	89.71%	10885898	68.70%	4961595	29071	0.30%
SIUP2	17752773	15880716	89.45%	11004025	69.30%	4876691	31678	0.30%
SIUP3	18253204	16435260	90.04%	11232677	68.30%	5202583	31212	0.30%

### Differential gene expression profiles of unpollinated (UP) and self-pollinated (P) styles in SC and SI, and hierarchical cluster analysis

To quantify the expression levels of the transcripts, HT-seq was used to count the read numbers mapped to each gene, based on the 34,726 genes of the tomato reference genome. These data were then normalized to reads per kilobase of exon region in a given gene per million mapped reads (RPKM) values, which were calculated based on the length of the gene and read count mapped to this gene. 

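The deposited table lists 34,725 genes, of which 34,718 have values and 6866 were at 0 in all 12 libraries. For each of the 26,562 genes above 0 in at least 2 libraries, the RPKM values were whole multiples of a single step, within a tolerance of 1e-06. A further 1290 genes were above 0 in 1 library only, so their steps could not be compared. The steps gave the relative depth of the libraries, and the totals were those that made the implied gene lengths whole numbers, within 0.01 bp for each of the 11,079 genes behind that estimate. Of the implied lengths, 63.5% were multiples of 3.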

The RPKM values for each gene are listed in Additional file 1. To determine differential expression genes (DEGs) of UP and P styles in SC and SI, we screened for DEGs between UP and P styles in SC, and between UP and P styles in SI using the following criteria: Log_2_ fold-change (FC) > 1 or Log_2_FC < −1 and P-value < 0.05. 

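Self-pollinated and unpollinated styles differed in 1303 of 18,913 genes tested in SC and in 670 of 18,334 in SI (limma, adjusted p under 0.05). The P samples can hold pollen and pollen tubes, which by the paper stop midway in SI styles but not in SC. Their RNA was not told apart from that of the styles. At least 2-fold changes were found for 1058 of the SC genes and 424 of the SI genes. The largest rise in SC was that of Solyc08g080670, from 0.717 ± 0.798 RPKM (SD, n = 3) in SCUP to 63.0 ± 28.2 RPKM in SCP, with a log2 fold change of 5.79 (standard error 0.54, adjusted p = 0.00502). In SI it was that of Solyc09g091090, whose terms in Table S2 include FAD binding, oxidation reduction and the response to water deprivation. Its other terms there have no description in the sources used here and were not read, so its function is left open. This gene rose from 1.97 ± 2.40 RPKM in SIUP to 97.0 ± 19.5 RPKM in SIP, with a log2 fold change of 5.81 (standard error 0.70, adjusted p = 0.0120), and without SIP1 its adjusted p was 0.0579 (range over the alternatives 0.00591 to 0.254). All of the called genes had their 3 P libraries on one side of the 3 UP libraries. Such separation was found for 36.3% of the genes tested in SC and 32.0% of those tested in SI, where chance gives 10%. With a block for the replicate number, 1099 genes were called in SC and 126 in SI. The counts also depended on single libraries. Without SCUP1, SCUP3, SCP2 or SCP3, 276, 225, 461 and 638 genes were called in SC, and without SIUP1, SIUP2, SIUP3, SIP1, SIP2 or SIP3, 2299, 177, 120, 111, 360 and 289 were called in SI. An unequal-variance test on RPKM with Benjamini-Hochberg adjustment called 1 SC gene and 3 SI genes, with 3216 and 2957 genes at an unadjusted p under 0.05. None of the 48 genes that the paper names by ID passed that test after adjustment, although 22 of them in SC and 36 in SI had an unadjusted p under 0.05 in it.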

We identified 1341 DEGs between UP and P styles in SC, and 804 DEGs between UP and P styles in SI (Additional file 2). Of these DEGs, 753 genes were downregulated and 588 genes were upregulated after self-pollination in SC; 215 genes were downregulated and 589 genes were upregulated after self-pollination in SI (Figure 1). 

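With each species fitted by itself, more genes rose than fell after self-pollination. In SC 881 genes rose and 422 fell (67.6% rising), and in SI 459 rose and 211 fell (68.5% rising). At least 2-fold, 775 genes rose and 283 fell in SC, and 352 rose and 72 fell in SI. The largest fall in SC was that of Solyc02g065780, from 10.4 ± 2.57 RPKM (SD, n = 3) to 1.79 ± 0.887 RPKM, a log2 fold change of -2.31 (standard error 0.36, adjusted p = 0.0173). Its adjusted p was 0.0789 without SCUP1 and 0.0813 without SCUP3 (range 0.000796 to 0.264). In SI it was that of Solyc02g081060, from 9.76 ± 5.51 RPKM to 1.15 ± 0.379 RPKM, a log2 fold change of -2.46 (standard error 0.49, adjusted p = 0.0465). This gene passed in 5 of 16 alternatives (range of the adjusted p 0.00487 to 0.367). It passed without SIUP1 and in no fit without one of SIUP2, SIUP3, SIP1, SIP2 and SIP3. Its other losses included the fits without the trend (0.0592), without the filter (0.0664), with a pseudocount of 1 (0.0506) and by voom on the recovered reads (0.0867). With the values rescaled by the upper quartile of each library, 915 SC genes rose and 828 fell (52.5% rising), and with all 12 libraries in the fit more fell than rose in SC (1634 rising and 2074 falling). The falling genes varied most with single libraries, with 15, 10, 54 and 177 called in SC without SCUP1, SCUP3, SCP2 and SCP3, and 1073, 16, 2, 9, 87 and 52 in SI without SIUP1, SIUP2, SIUP3, SIP1, SIP2 and SIP3. Of the genes marked as differentially expressed in the authors' deposited table, limma called 428 of the 588 upregulated and 259 of the 753 downregulated genes in SC, and 272 of 593 and 70 of 218 in SI. In 81, 118, 109 and 51 of the genes so marked, respectively, both group means were under 1 RPKM.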

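In a principal component analysis of log2(RPKM + 0.5), the first component held 52.5% of the variance in SC and 51.9% in SI, and it separated the P libraries from the UP libraries in both. In SC it was -66.4 to -36.5 in SCUP and 40.3 to 62.2 in SCP. In SI it was 30.7 to 40.5 in SIP, -55.4 in SIUP2 and -44.4 in SIUP3, while SIUP1 lay between them at -11.4. The second component, with 26.4% of the variance in SC, set SCP1 apart at 63.8, against -35.9 to 28.5 in the other SC libraries. Across genes, the correlation between libraries of one group was 0.933 to 0.980 in SC and 0.956 to 0.985 in SI, and that between a UP and a P library was 0.883 to 0.941 in SC and 0.928 to 0.959 in SI. These correlations are across genes, which are not independent replicates. No pair of libraries was alike to within the counting noise, so each was counted as a replicate.

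**Figure D1:**
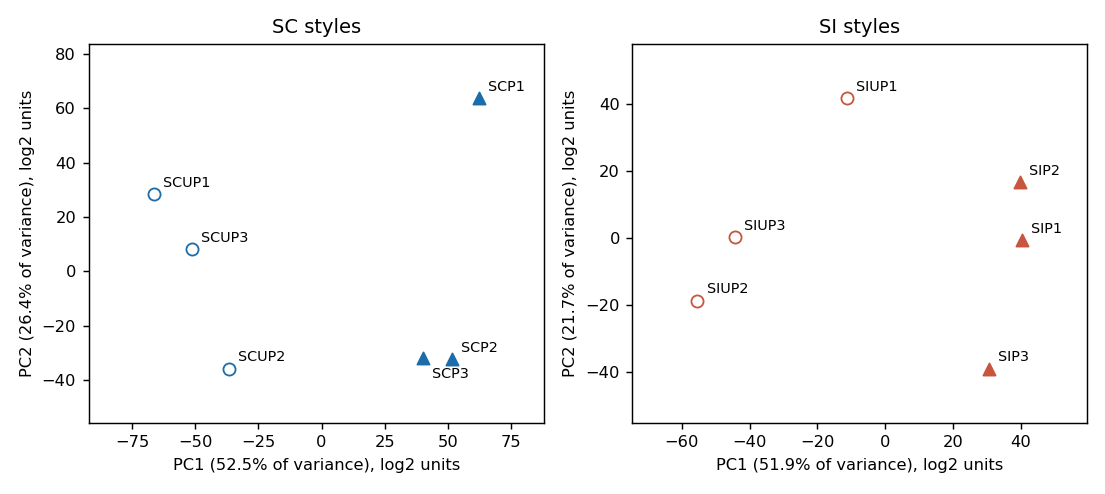
First (PC1) and second (PC2) principal components of log2(RPKM + 0.5) for the 6 libraries of SC styles (left) and of SI styles (right), in log2 units. Open circles are unpollinated and filled triangles self-pollinated libraries. On PC1 the SCP libraries lie at 40.3 to 62.2 and the SIP libraries at 30.7 to 40.5, to the right of all unpollinated libraries, and SIUP1 lies at -11.4.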

We used hierarchical cluster analysis to compare the DEGs between UP and P styles in SC, between UP and P styles in SI, and the similarity of the expression patterns of the three biological replicates (Figure 1).

**Figure 1:**
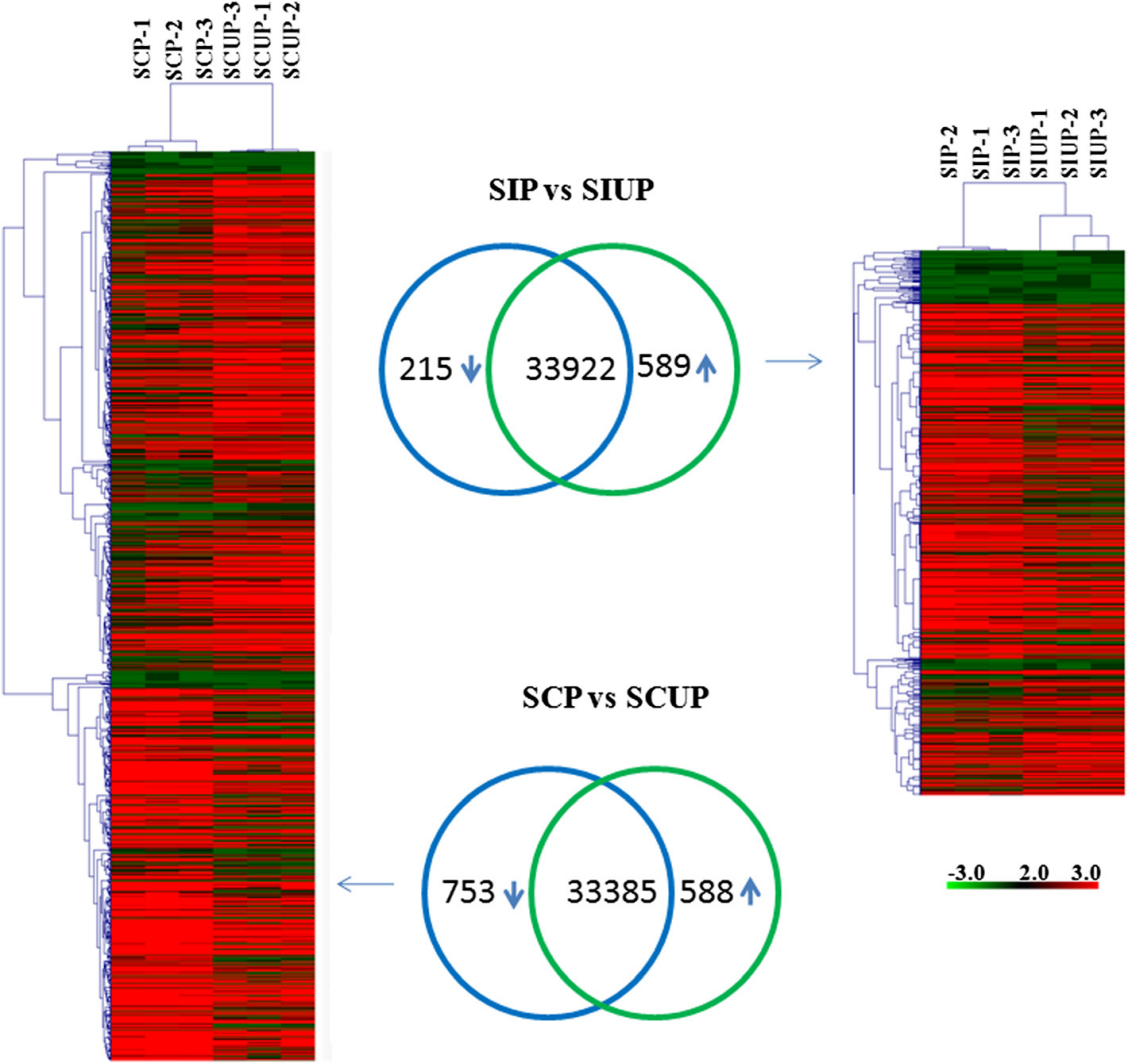
Clustering of differentially expressed genes in unpollination (UP) and pollination (P) styles in SC and SI.

### GO annotation of all DEGs in SCP *vs*. SCUP and SIP *vs*. SIUP

To identify the functions of thee DEGs, we performed gene ontology (GO) analysis. A total of 798 DEGs of SC comparing UP and P styles were assigned GO annotations and 525 DEGs of SI comparing UP and P styles were assigned GO annotations. GO has three ontologies: molecular function, cellular component and biological process. In many cases, one gene was annotated with multiple GO terms. The GO terms of 798 DEGs of SCP *vs*. SCUP styles were categorized into 42 main functional groups belonging to the three categories and the GO terms of 525 DEGs of SIP *vs*. SIUP styles were categorized into 41 main functional groups belonging to the three categories (Figure 2).

**Figure 2:**
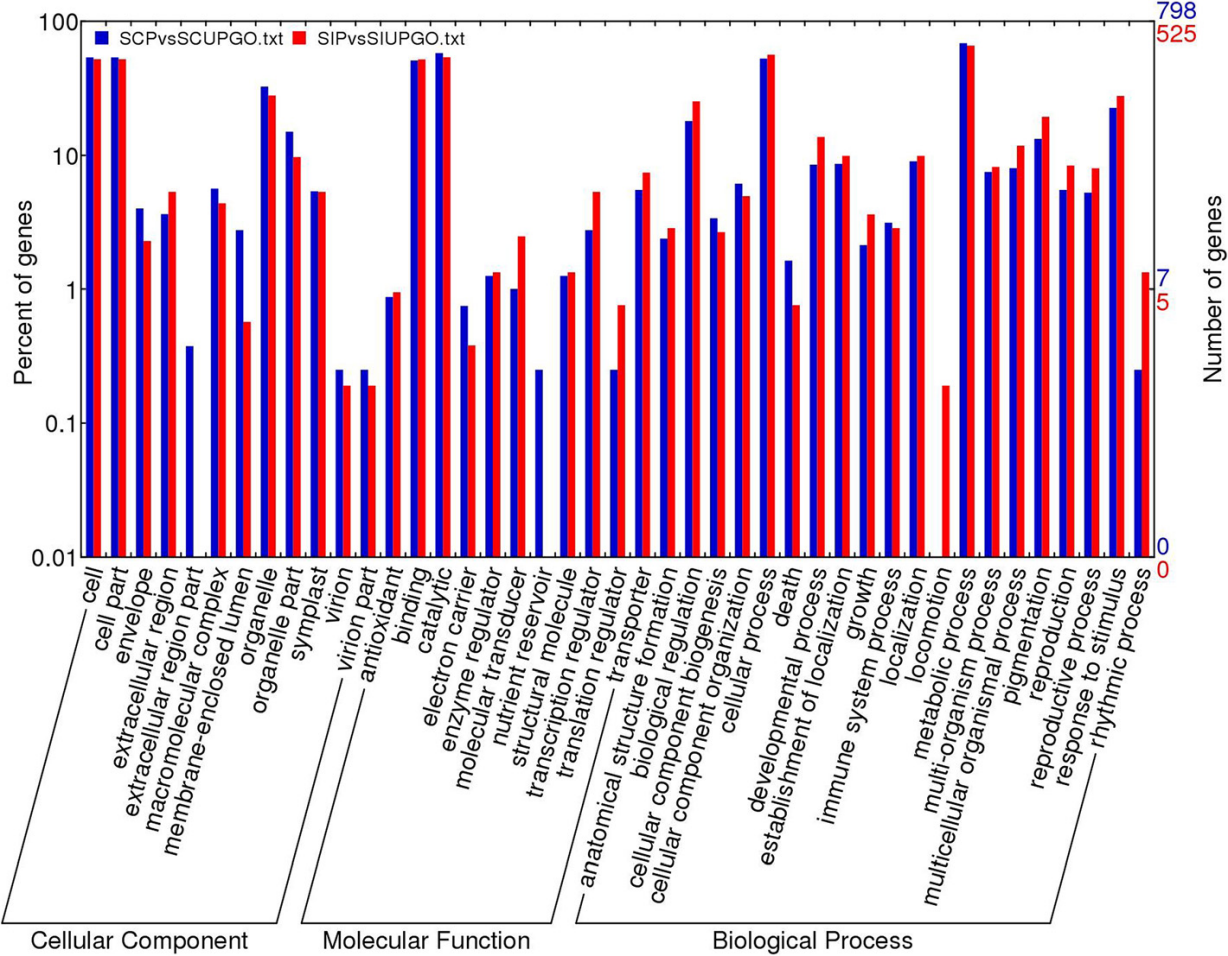
GO assignment and comparison of all DEGs in SCP *vs*. SCUP and SIP *vs*. SIUP. All DEGs in SCP *vs*. SCUP and SIP *vs*. SIUP were annotated in three main categories: biological processes, cellular components and molecular functions. The left and right hand y-axes indicate the percentage and the number of annotated genes in each category, respectively.

### Comparative analysis of GO terms assigned to SCP *vs*. SCUP DEGs and those assigned to SIP *vs*. SIUP DEGs

To better understand the distribution of gene functions at the macro level, the GO function classification of the DEGs in SCP *vs.* SCUP styles and SIP *vs*. SIUP styles were analyzed using the WEGO online tool. The comparative analysis showed that DEGs in SCP *vs.* SCUP styles and SIP *vs.* SIUP styles shared broad similarities in the proportion of genes in the three main categories, but differences were detected in many subcategories (Figure 2). Most GO terms of DEGs in SCP *vs.* SCUP styles and SIP *vs.* SIUP styles were categorized into the same biological processes, cellular components and molecular functions. Most GO subcategories terms were detected in both of SCP *vs.* SCUP styles and SIP *vs.* SIUP styles; however, GO subcategory terms, including membrane-enclosed lumen, organelle part, molecular transducer, transcription regulator, biological regulation, developmental process, multicellular organismal process, pigmentation, reproduction, reproductive process and response to stimulus showed significant (P-value < 0.05) differences in counts between SCP *vs.* SCUP styles and SIP *vs.* SIUP styles. These results suggested that despite certain mechanisms of SC and SI appear to be conserved, the regulation mechanisms appear to be different between these two reproductive systems.

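Of the 17,100 genes tested in both species, 141 rose in both, where 16.8 would be shared by independent lists of 681 SC and 421 SI genes (Fisher's exact test, odds ratio 15.0, p = 2.23e-93). Another 36 genes fell in both, against 4.48 by independence for 385 and 199 genes (Fisher's exact test, odds ratio 10.5, p = 1.85e-22). These tests count genes, which are not independent replicates, so their p-values do not measure the spread between styles. No gene was called in opposite directions. The 177 shared genes became 109 without the filter, 40 with a block for the replicate number and 287 with all 12 libraries fitted. By the unequal-variance test on RPKM, which called 1 SC and 3 SI genes, 0 were shared. Without SCUP1, SCUP3, SCP2 or SCP3, 51, 44, 103 and 95 genes were shared, and without SIUP1, SIUP2, SIUP3, SIP1, SIP2 or SIP3, 306, 65, 50, 44, 103 and 106. Among the fits with a library left out, the overlap of falling genes was 1 gene without SIUP2 (Fisher's exact test, p = 0.289) and 0 without SIUP3, where 1 of the SI genes tested in both species fell. The overlaps with all 12 libraries or with a library left out were chosen after seeing the data. Across genes the fold changes of the species correlated at a Pearson's r of 0.53 and a Spearman's rho of 0.56. Between the species, the response differed for 210 of 20,277 genes, with 51 higher in SI and 159 lower (limma interaction, adjusted p under 0.05), and 2607 genes had an unadjusted p under 0.05. The filter spans the 12 libraries, so genes near 0 in 1 species are among them on both sides. Solyc08g080670, with the largest difference (-5.79), was at 0 RPKM in all SI libraries. Solyc07g065110 (3.61) averaged 0.304 RPKM in SCUP and 0.159 RPKM in SCP. Solyc11g040140, annotated in Table S2 with xyloglucan:xyloglucosyl transferase activity, which remodels cell walls, went from 2.85 ± 0.440 RPKM (SD, n = 3) in SIUP to 24.4 ± 7.00 RPKM in SIP and from 7.18 ± 3.82 RPKM in SCUP to 2.73 ± 1.14 RPKM in SCP. The responses differed by 4.06 on the log2 scale (standard error 0.49, adjusted p = 0.00624). Solyc08g068770 went from 2.09 ± 2.26 RPKM to 49.7 ± 3.84 RPKM in SC and from 2.72 ± 0.624 RPKM to 2.44 ± 0.656 RPKM in SI, a difference of -4.81 (standard error 0.71, adjusted p = 0.0159), with an adjusted p of 0.0571 without SIUP3 (range 0.00264 to 0.131). Without SCUP1, SCUP3, SCP1, SCP2, SIUP2, SIUP3, SIP1 or SIP3, the interaction called 75, 62, 466, 107, 50, 35, 66 and 56 genes. It called 107 genes with a pseudocount of 0.1, 125 with a block for the replicate number and 139 with a filter of 5 RPKM. It called 8 genes by the unequal-variance test on RPKM and 28 by voom on the recovered reads, an alternative chosen after seeing the data.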

### GO enrichment analysis of all DEGs in SCP *vs*. SCUP and SIP *vs*. SIUP

Significantly enriched GO terms were identified using singular enrichment analysis (SEA). The results showed that nine GO terms were significant in DEGs of SCP *vs.* SCUP based on a P-value < 0.05 and the false discovery rate (FDR) < 0.05 cutoffs (Figure 3A), which comprised two, three and four terms for the cellular components, molecular functions, biological processes categories, respectively. Seventy-eight GO terms were significant in DEGs of SIP *vs.* SIUP based on a P-value < 0.05 and the FDR < 0.05 cutoffs (Figure 3B, only 9), which comprised eight and 70 terms for the molecular functions and biological processes categories, respectively. The detailed results of the SCP *vs.* SCUP and SIP *vs.* SIUP Go enrichment analysis are presented in Additional file 3.

**Figure 3:**
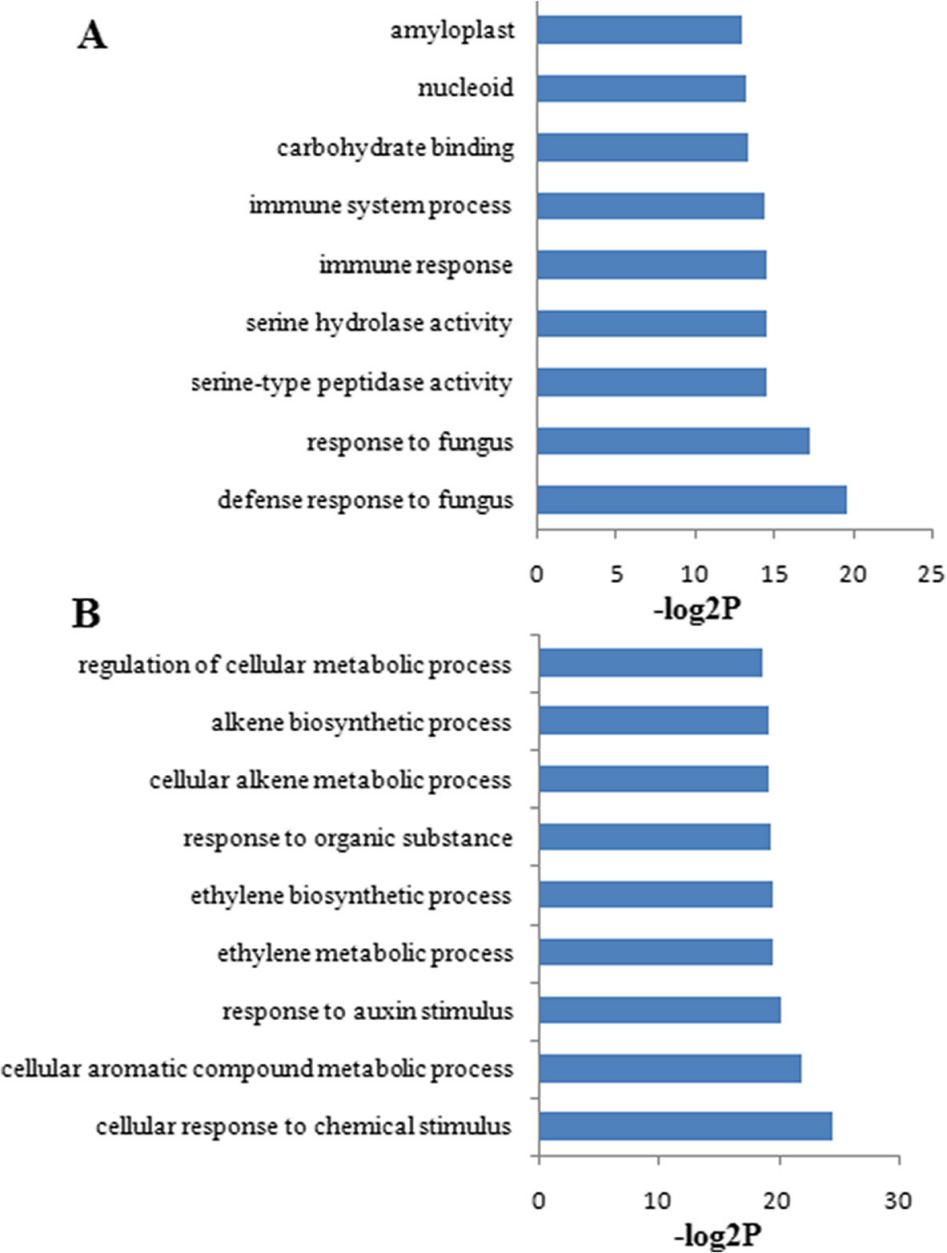
Significant gene ontology analysis of DEGs in SCP *vs*. SCUP and SIP *vs*. SIUP. **A**. Significant GO terms of SCP *vs*. SCUP; **B**. Significant GO terms of SIP *vs*. SIUP (The first nine significant GO terms). P-value < 0.05 and FDR < 0.05 for all significant GO terms.

### KEGG pathway mapping of all DEGs in SCP *vs*. SCUP and SIP *vs*. SIUP

To further investigate the influence of the DEGs on pathways, statistical pathway enrichment analysis of DEGs in SCP *vs.* SCUP and SIP *vs.* SIUP were performed based on KEGG database, using Fisher’s exact test. The DEGs of SCP *vs.* SCUP were enriched in 105 KEGG metabolic pathways and the DEGs of SIP *vs.* SIUP were enriched in 80 KEGG metabolic pathways (Additional file 4). The top ten KEGG metabolic pathways and three P-value < 0.05 metabolic pathways of the DEGs in SCP *vs.* SCUP are shown in Figure 4A. Among these 105 pathways of SCP *vs.* SCUP, those containing the greatest numbers of DEGs transcripts were “Metabolic pathways” (containing 111 DEGs) and “Biosynthesis of secondary metabolites” (containing 75 DEGs). Other GO terms associated with higher numbers of DEGs were “Starch and sucrose metabolism” (16 DEGs), “Plant hormone signal transduction” (16 DEGs), “Biosynthesis of amino acids” (15 DEGs), “Carbon metabolism” (15 DEGs), “Plant-pathogen interaction” (12 DEGs), “Phenylpropanoid biosynthesis” (11 DEGs), “Glycolysis/Gluconeogenesis” (nine DEGs), and “Amino sugar and nucleotide sugar metabolism” (eight DEGs); The pathways of “Biosynthesis of secondary metabolites”, “Biotin metabolism”, “Brassinosteroid biosynthesis” and “Degradation of aromatic compounds” had P-values < 0.05 (Figure 4A). For SIP *vs.* SIUP, of 13 KEGG metabolic pathways were identified. The top 11 KEGG metabolic pathways and two P-value < 0.05 metabolic pathways of DEGs in SIP *vs.* SIUP are shown in Figure 4B. Among the 80 pathways of SIP *vs.* SIUP, those containing the greatest numbers of DEGs were “Metabolic pathways” (69 DEGs), “Biosynthesis of secondary metabolites” (40 DEGs), “Plant hormone signal transduction” (22 DEGs), “Plant-pathogen interaction” (10 DEGs), “Starch and sucrose metabolism” (9 DEGs), “Biosynthesis of amino acids” (nine DEGs), “Phenylpropanoid biosynthesis” (nine DEGs), “Carbon metabolism” (eight DEGs), “Pentose and glucuronate interconversions” (eight DEGs), “Phenylalanine metabolism” (seven DEGs). The pathways of “Cysteine and methionine metabolism”, “Plant hormone signal transduction”, “Pentose and glucuronate interconversions”, “Flavonoid biosynthesis” and “Stilbenoid, diarylheptanoid and gingerol biosynthesis” all had P-values < 0.05 (Figure 4B). In addition, the pathways of “Cysteine and methionine metabolism” and “Plant hormone signal transduction” were significant pathways in DEGs of SIP *vs.* SIUP, based on a P-value < 0.05 and the FDR < 0.05 cutoffs (Figure 4B). 

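The genes that the paper names for ethylene biosynthesis, a part of the cysteine and methionine metabolism, had a median log2 fold change of 1.38 in SI, and all 10 rose. The SI median was 1.33 for the genes of ethylene signalling and 1.38 for those of jasmonic acid signalling. It was 1.39 for the auxin genes, which include the aldehyde dehydrogenase genes of auxin synthesis, and 0.02 for the 5 abscisic acid (ABA) genes above the filter, which include CYP707A2, for an enzyme of ABA breakdown. The SC medians of the same groups were 1.1 for ethylene biosynthesis and 1.36, 1.34, 0.80 and 0.48 for ethylene signalling, auxin, ABA and jasmonic acid, over the members above the filter. The study chose these genes on the same libraries, so their direction is not independent evidence. The members of each pathway are not listed in Table S4, and the enrichment itself was not rerun.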

The detailed results of the SIP *vs.* SIUP significant pathways enrichment analysis are presented in Figures 5 and 6.

**Figure 4:**
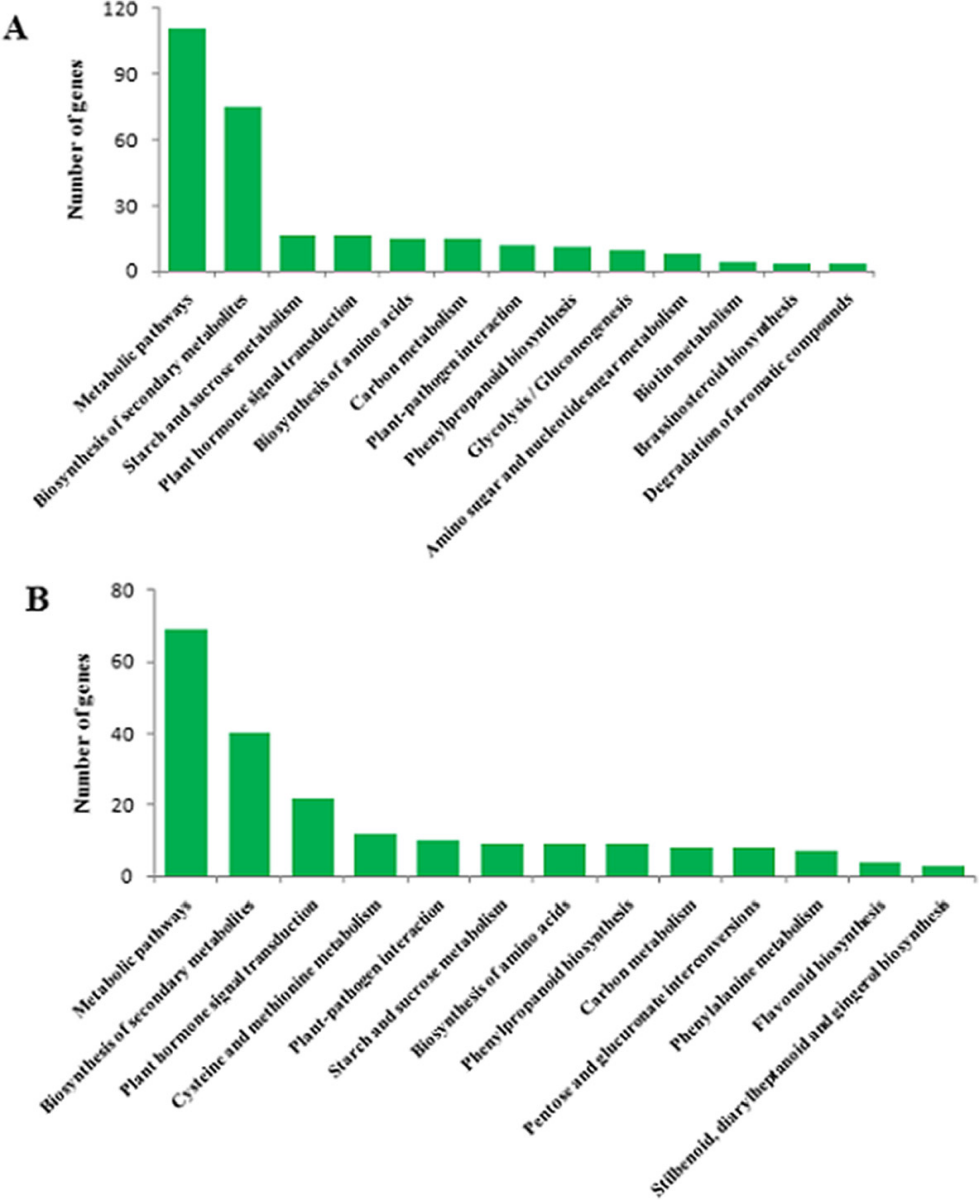
Pathway enrichment analysis of DEGs in SCP *vs*. SCUP and SIP *vs*. SIUP based on KEGG. **A**. Enriched pathways in SCP *vs*. SCUP; **B**. Enriched pathways in SIP *vs*. SIUP.

**Figure 5:**
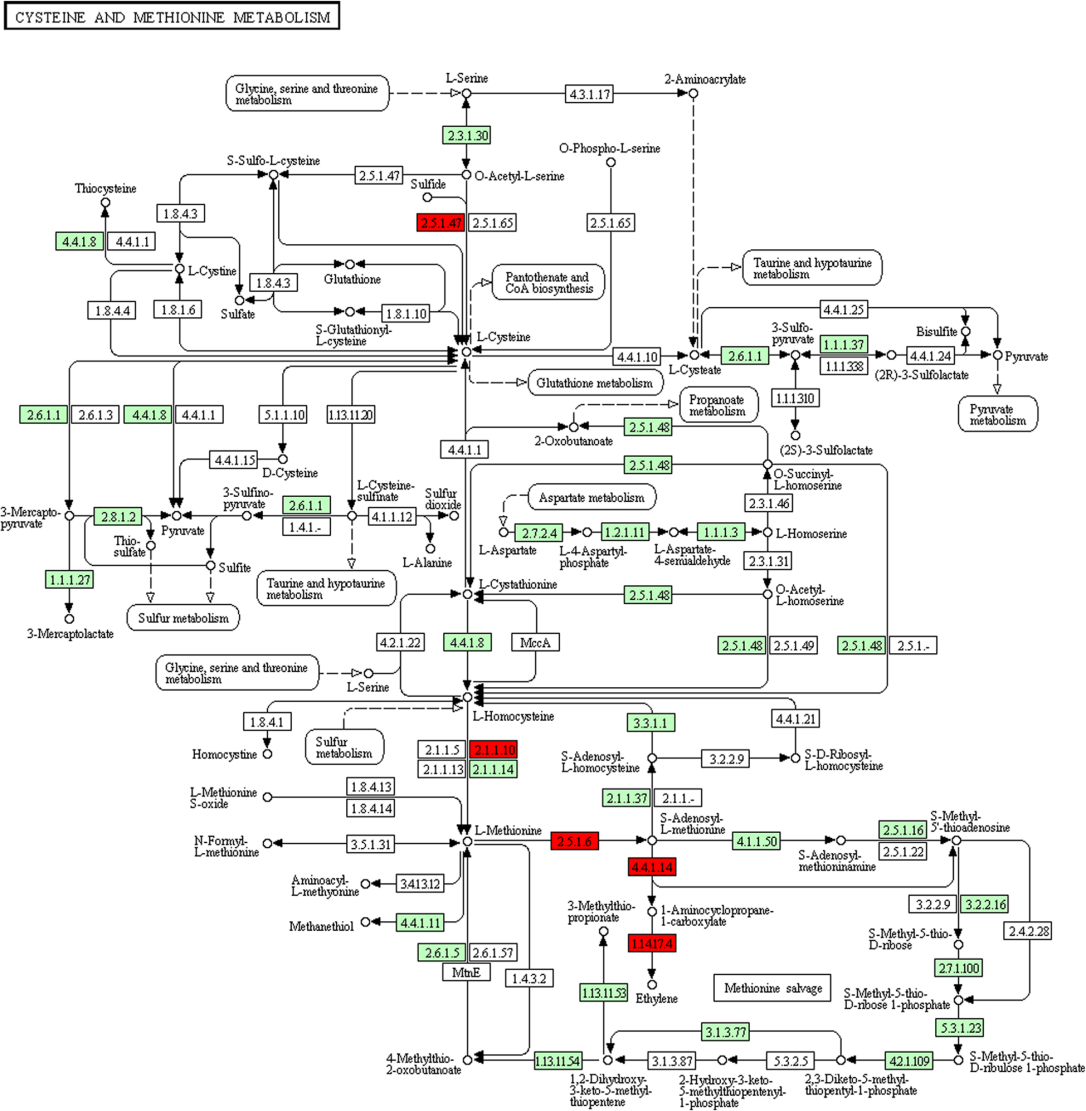
Expression features of cysteine and methionine metabolism pathway genes. Red boxes represent tomato genes that were identified as differentially expressed in SI compared with pollinated and unpollinated styles. Light green boxes represent genes that have been previously identified in tomatoes. White boxes represent genes that belong to the KEGG pathway, but have not been identified in tomatoes until now.

**Figure 6:**
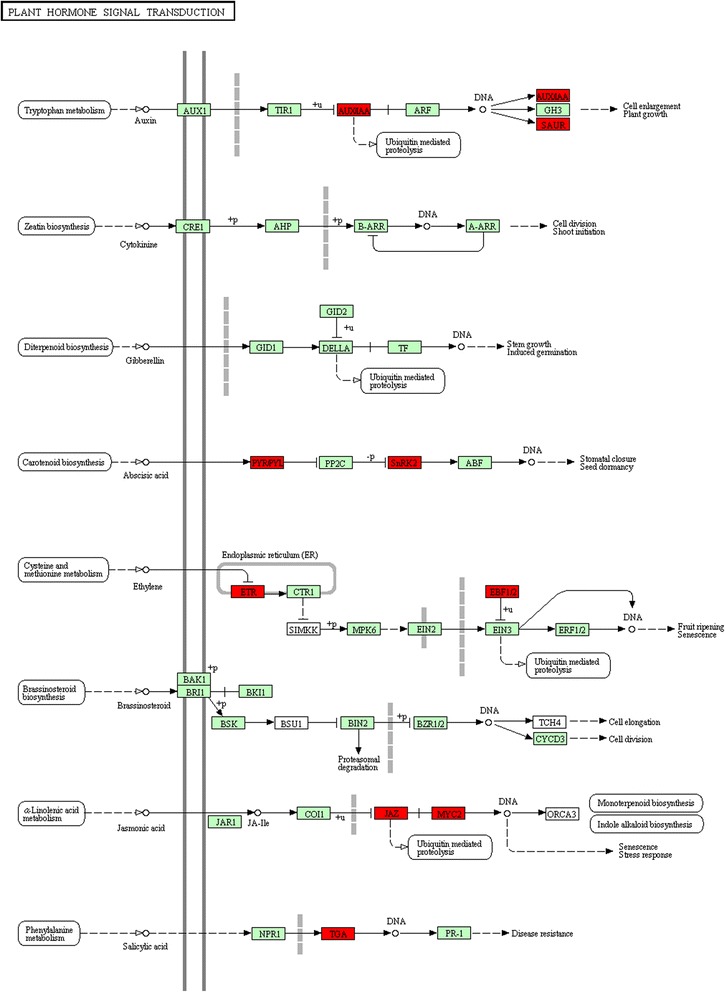
Expression features of plant hormone signal transduction pathway genes. Red boxes represent tomato genes that were identified as differentially expressed in SI compared with pollinated and unpollinated styles. Light green boxes represent genes that have been previously identified in tomatoes. White boxes represent genes that belong to the KEGG pathway, but have not been identified in tomatoes until now.

“Cysteine and methionine metabolism” is the ethylene biosynthesis pathway, which was significantly enriched in the SIP *vs.* SIUP analysis. DEGs were enriched in the step of O-Acetyl-L-serine conversion to L-Cysteine, L-Homocysteine conversion to L-Methionine, L-Methionine conversion to S-adenosyl-L-methionine (AdoMet), AdoMet conversion to 1-aminocyclopropane-1-carboxylate (ACC) and ACC production ethylene (Figure 5). L-Methionine conversion to AdoMet was the first step of ethylene biosynthesis, AdoMet conversion to ACC was the rate-limiting step in ethylene biosynthesis and ACC production ethylene was the last steps for ethylene biosynthesis. Plant hormone signal transduction is very important to hormone-instigated biochemical changes during plant growth, development, and environmental information processing pathways, which were also significantly enriched in the SIP *vs.* SIUP comparison. DEGs were also enriched in Auxin signal transduction, Abscisic acid (ABA) signal transduction, Ethylene signal transduction, Jasmonic acid (JA) signal transduction and Salicylic acid (SA) signal transduction (Figure 6).

Significant pathways enrichment analysis showed that cysteine and methionine metabolism and plant hormone signal transduction were the most important pathways in SIP *vs.* SIUP comparison, and plant hormone signal transduction was the key biological event. All the plant hormone signaling pathways pointed to it and the significant pathway of “Cysteine and methionine metabolism” also (Figure 7). This evidence indicated that plant hormone signal transduction plays important roles in tomato SI.

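Of the 48 genes that the paper names in ethylene biosynthesis and in the ethylene, auxin, ABA, jasmonic acid and salicylic acid pathways, 26 rose and 1 fell in SI, 14 did not pass the test and 7 were below the filter. In SC 15 rose, none fell over all genes tested by limma, 28 did not pass and 5 were below the filter. Adjusted over the list alone, 31 rose and 6 fell in SI, and 26 rose and 4 fell in SC. The list was chosen by the study on these libraries and is not independent evidence of its direction. The SI and SC responses differed for 5 of the 45 genes that could be compared (limma interaction), and for 10 adjusted over the list alone, with 18 at an unadjusted p under 0.05. No difference passed by the unequal-variance test on RPKM or by voom on the recovered reads, an alternative chosen after seeing the data. Among the genes named, 13 were called in SI without SIUP2, 10 without SIUP3, 11 without SIP1, 16 without SIP2 and 19 without SIP3. In SC 6 were called without SCUP1, 5 without SCUP3 and 7 without SCP3, and with all 12 libraries in the fit 27 in SC, including a fall of Solyc07g056580 (LeETR2; log2 fold change -1.05, adjusted p = 0.0484, range over the alternatives 0.0484 to 0.287), and 23 in SI. The number of genes whose responses differed was 1 without SCUP1, SCUP3, SCP2, SIUP2, SIUP3 or SIP1, and 2 without SCP3, SIP2 or SIP3. From the enrichment of the genes called in SI in the pathways of plant hormone signal transduction and of cysteine and methionine metabolism, and from the links between the pathways in Figure 7, the paper concludes that plant hormone signal transduction has an important role in tomato SI.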

**Figure 7:**
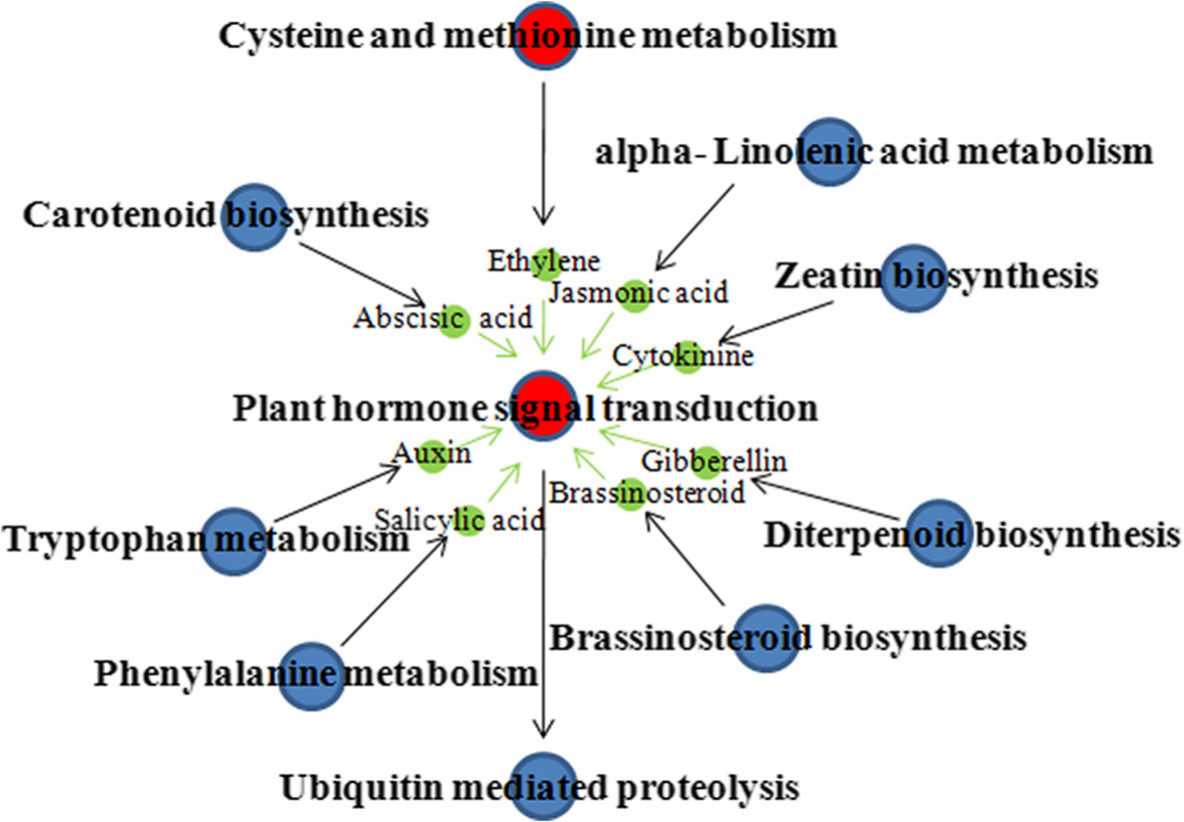
Significant pathways enrichment analysis and interaction network of SIP *vs*. SIUP based on KEGG. Red circles represent significantly enriched pathways.

## Discussion

RNA-seq is a powerful tool that can provide a global overview of gene expression at the transcriptome level. With reductions in sequencing costs and the advance of technologies, RNA-seq will become more accessible to researchers to identify and track the expression changes of all genes [7]. The present study identified 1341 significant (P-value < 0.05) DEGs after comparing UP and P styles in SC and 804 significant (P-value < 0.05) DEGs in the comparison of UP and P styles in SI, using RNA-seq analysis. The total number of gene changes demonstrated that SC self-pollination and SI self-pollination are complex processes. This finding is consistent with other plant pollination studies. For example, 1025 differentially expressed genes were potentially involved in the pollination response and SI mechanisms in sheepgrass [26]. In a comparison of pollinated and unpollinated stigmas with styles, 4785 DEGs were identified in SI lemon [25]. These data demonstrate the complex nature of the transcriptome changes in SC self-pollination and SI self-pollination.

Pollination shares striking similarities with fungal infection in terms of biological responses and processes that result in cell death [27,28]. 

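Solyc01g006950, annotated with defense response to fungus and vesicle-mediated transport, rose in SC styles after self-pollination by 4.60 on the log2 scale. Table S3 counts 23 differentially expressed SC genes under defense response to fungus. Of these, 12 could be identified in the part of Table S2 held here, the first 1999 of the 3438 SC rows, and 11 of the 12 were tested. Of the 11, 10 rose and 1 did not pass the test, with a median log2 fold change of 2.10 and a range of -1.04 to 4.60 (limma, adjusted p under 0.05). For the immune response, 2 of 25 genes could be identified and both rose. For the response to fungus, 2 of 26 could be identified, of which 1 rose. The study selected these genes as differentially expressed on the same libraries, so the counts are not independent evidence of a direction. No enrichment test was run, because the gene lists are held in part only.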

Our transcriptome GO enrichment analysis identified several significant GO terms involved in pathogen invasion responses, such as defense response to fungus, response to fungus, immune response, and immune system process in the SCP *vs.* SCUP comparison. This result is consistent with other plant pollination studies, such as in Arabidopsis [29,30] and rice [31]. However, GO terms involved in stimuli and hormones were the most important of the 78 significant GO terms in the SIP *vs.* SIUP comparison.

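The ACS gene Solyc08g008100, for an enzyme of ethylene synthesis, rose in SI styles after self-pollination and is annotated with the responses to auxin, jasmonic acid, wounding and mechanical stimulus. Of the genes that could be identified in the first 1999 of the 2336 SI rows of Table S2, 8 of 9 tested under the response to ethylene stimulus rose (median log2 fold change 1.44), 9 of 9 under the response to auxin stimulus (median 1.42) and 8 of 10 under the response to jasmonic acid stimulus (median 1.40). Under the response to wounding 9 of 12 rose (median 1.41), and under the response to mechanical stimulus 6 of 6 (median 1.41). Under the response to chitin 3 of 6 rose, and under defense response, incompatible interaction, 1 rose and 2 fell of 3. The terms share genes, so their counts are not independent of each other. In the terms for ethylene, auxin, jasmonic acid, wounding and mechanical stimulus, Table S3 counts 14, 23, 13, 15 and 6 differentially expressed genes, of which 10, 10, 12, 14 and 6 could be identified. None of those fell at an adjusted p under 0.05 (limma). The study selected the genes on these libraries, so the direction is not independent evidence, and no enrichment test was run on the incomplete lists.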

Pollination leads to senescence of petunia corollas by inducing many hormonal, physiological, and molecular changes [32]. Ethylene is a gaseous plant hormone with a wide range of effects on plant growth and development [33]. Ethylene is synthesized from L-Methionine via the intermediates AdoMet and ACC (Figure 5) [34-36]. AdoMet is made from L-Methionine by the enzyme S-adenosylmethionine synthase (SAM), representing the first step of ethylene biosynthesis (Figure 5). 1-aminocyclopropane-1-carboxylate synthase (ACS) gene family members and 1-aminocyclopropane-1-carboxylate oxidase (ACO) gene family members are two important enzymes for ethylene biosynthesis. ACS catalyzes the conversion of AdoMet to ACC, which is the rate-limiting step in ethylene biosynthesis. ACO then catalyzes the conversion of ACC to ethylene (Figure 5) [37]. After SI self-pollination, one SAM gene (S-adenosylmethionine synthase 2-like) (Solyc10g083970), five ACS gene family members (Solyc00g095760, Solyc08g081550, Solyc08g008100, Solyc08g081540, Solyc00g095860) and four ACO gene family members (Solyc02g036350, Solyc07g026650, Solyc07g049530, Solyc07g049550) were significantly upregulated, which indicated that SI self-pollination is associated with results in significant upregulation of ethylene biosynthesis related genes and ethylene production. It has been reported that ethylene biosynthesis is induced by pollination in petunias [38]. 

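All 10 genes rose in SI styles after self-pollination (limma, adjusted p under 0.05, and 10 adjusted over all the named genes tested). The SAM gene Solyc10g083970, for the enzyme that makes AdoMet, rose from 98.5 ± 24.6 RPKM (SD, n = 3) in SIUP to 255 ± 20.3 RPKM in SIP, a log2 fold change of 1.39 (standard error 0.18, adjusted p = 0.0144). Among the ACS genes, which catalyze the rate-limiting step, Solyc08g008100 rose most, from 58.6 ± 14.9 RPKM to 291 ± 77.4 RPKM (log2 fold change 2.30, standard error 0.25, adjusted p = 0.00886). Solyc08g081550 rose from 102 ± 5.12 RPKM to 269 ± 12.8 RPKM (log2 fold change 1.40, standard error 0.10, adjusted p = 0.00209), and the other ACS genes by 1.03 to 1.42 on the log2 scale. Of the ACO genes, which release ethylene from ACC, Solyc07g049550 was the most abundant and rose from 3594 ± 951 RPKM to 7915 ± 498 RPKM (adjusted p = 0.0437). Solyc07g026650 rose from 0.632 ± 0.639 RPKM to 11.8 ± 4.24 RPKM (adjusted p = 0.0160), on 1 to 195 reads per library. The study chose the 10 genes on these libraries, so their shared direction is not independent evidence, and members of the ACS and ACO families may share reads. Without SIUP2, SIUP3, SIP1, SIP2 or SIP3, 5, 5, 4, 6 and 7 of the 10 were called, and 7 without the filter, 7 without the trend and 8 with all 12 libraries in the fit. The call of Solyc07g049550 was lost without the filter (adjusted p = 0.117) and without the trend (0.0504), with a range over the alternatives of 0.0256 to 0.236.

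**Figure D2:**
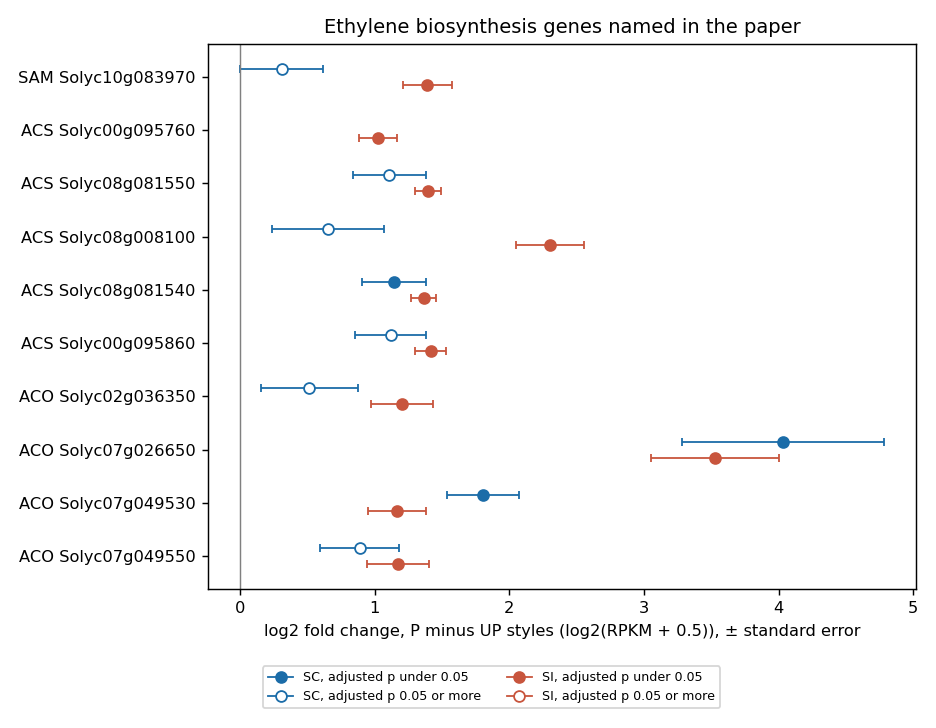
Log2 fold change of the 10 ethylene biosynthesis genes in SC (blue) and SI (red) styles, self-pollinated minus unpollinated, on the log2(RPKM + 0.5) scale. Points are estimates from 3 against 3 libraries, bars are standard errors, and filled points have an adjusted p under 0.05. All 10 SI points are filled, 3 SC points are filled, and Solyc00g095760 has no SC point because it was below the filter.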

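In SC styles, 3 of the 9 ethylene biosynthesis genes above the filter rose after self-pollination and 6 did not pass the test (limma, adjusted p under 0.05). Adjusted over all the named genes tested, 6 rose. The ACO gene Solyc07g049530, for the last step of ethylene synthesis, rose from 480 ± 115 RPKM (SD, n = 3) to 1679 ± 399 RPKM, a log2 fold change of 1.81 (standard error 0.27, adjusted p = 0.0150). The ACO gene Solyc07g026650 rose from 4.66 ± 4.77 RPKM to 71.5 ± 38.6 RPKM (log2 fold change 4.03, standard error 0.75, adjusted p = 0.0276). The ACS gene Solyc08g081540 rose from 45.4 ± 13.8 RPKM to 98.2 ± 10.6 RPKM (log2 fold change 1.14, standard error 0.24, adjusted p = 0.0384). Solyc00g095860, also an ACS gene, was at 602 ± 53.2 RPKM in SCP and 286 ± 95.1 RPKM in SCUP, a log2 fold change of 1.12 (standard error 0.26) with an adjusted p of 0.0525. The SAM gene Solyc10g083970 was at 464 ± 190 RPKM in SCP and 357 ± 55.1 RPKM in SCUP (log2 fold change 0.31, standard error 0.31, adjusted p = 0.560). These genes were chosen by the study on the same libraries, which makes the count no independent evidence. Without SCUP1, SCUP3, SCP1, SCP2 or SCP3, 0, 0, 1, 2 and 1 of the genes were called, and without SCUP2 5, while 6 were called with all 12 libraries in the fit. The adjusted p of Solyc08g081540 was 0.0524 with quantile normalization and 0.0514 without the filter (range over the alternatives 0.00223 to 0.239), and that of Solyc00g095860 was 0.0044 with all 12 libraries in the fit and 0.0263 without SCUP2.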

After SC self-pollination, although the pathway of “Cysteine and methionine metabolism” was not a significant enrichment pathway in the SCP *vs.* SCP comparison, two ACS gene family members (Solyc08g081540, Solyc00g095860) and one ACO gene family member (Solyc07g049530) were significantly upregulated, which indicated that SC self-pollination results in some upregulation of ethylene biosynthesis of partly related genes. 

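The responses of the SAM, ACS and ACO genes of ethylene biosynthesis were compared between the species directly. None of the 10 genes passed the test for a difference between SI and SC (limma interaction, adjusted p 0.213 to 0.956), and 0 passed adjusted over the list alone. In simulated data this test recovered 10.3% to 20% of 2-fold and 54.0% to 57.9% of 4-fold differences. The result therefore does not show that the responses were equal. The differences, SI minus SC, ranged from -0.64 to 1.65 on the log2 scale, with standard errors of 0.26 to 0.98. An unadjusted p under 0.05 was found for 2 of them, and none passed by the unequal-variance test on RPKM or by voom on the recovered reads, which was added after seeing the data. Without SCP1, the libraries left gave an adjusted p under 0.05 for 2 genes, 0.0332 for the SAM gene Solyc10g083970 and 0.0390 for an ACS gene. Ethylene itself was not measured in these libraries.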

The above results suggest that SI self-pollination induces more ethylene production than SC self-pollination.

Plant hormone signal transduction is very important to hormone triggered biochemical changes [39]. Plant hormone signal transduction plays an important role in pollination of petunias pollination; for example, RNA-seq revealed that plant hormone signal transduction-related KEGG pathways were enriched in petunia corollas when comparing pollinated and unpollinated samples [32]. After SI self-pollination, plant hormone signal transduction-related KEGG pathways were significantly enriched in the SIP *vs.* SIUP comparison, but not after SC self-pollination (Figure 6). This result indicated that plant hormone signal transduction might play an important role in tomato SI. 

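In SI styles, 4 of 6 ethylene signalling genes that the paper names rose, 8 of 18 auxin genes rose and 1 fell, 2 of 5 ABA genes rose, and both jasmonic acid genes rose (limma, adjusted p under 0.05). Adjusted over all the named genes tested in SI, 5 rose and 1 fell for ethylene, 12 rose and 3 fell for auxin, 2 rose and 2 fell for ABA, and 2 rose for jasmonic acid. In SC styles, 2 of 6 ethylene signalling genes, 8 of 19 auxin genes, 2 of 7 ABA genes and 0 of 2 jasmonic acid genes rose. The counts adjusted over all the named genes tested in SC were 4 rising and 1 falling for ethylene, 12 and 1 for auxin, 3 and 2 for ABA, and 1 rising for jasmonic acid. These lists were picked on the same samples and are not independent evidence. The difference between the species passed for 0 of 6 ethylene signalling genes (1 at an unadjusted p under 0.05, and none by the unequal-variance test on RPKM or voom), 2 of 20 auxin genes, 2 of 7 ABA genes and 1 of 2 jasmonic acid genes, none of which passed by the unequal-variance test on RPKM or voom. In SI without SIUP2, SIUP3, SIP1, SIP2 or SIP3, 2, 2, 2, 2 and 3 ethylene signalling genes and 3, 0, 2, 4 and 5 auxin genes were called, and without SIUP2, SIUP3 or SIP1 1 ABA gene. In SC without SCUP1, SCUP3, SCP2 or SCP3, 3, 2, 4 and 3 auxin genes were called, and without SCUP1, SCUP3 or SCP3 1 ethylene signalling gene. With all 12 libraries in the fit, 5 ethylene signalling, 12 auxin, 3 ABA and 1 jasmonic acid genes were called in SC, and 4, 8, 1 and 2 in SI.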

Plants recognize and transduce the ethylene signal via ethylene receptors (ETR) [40] in the ethylene signal transduction pathway (Figure 6) [41]. We identified two ethylene receptors, LeETR6 (Solyc06g053710) and tETR (Solyc09g089610), which were significantly upregulated in the SIP *vs.* SIUP comparison, both of which mapped to the plant hormone signal transduction KEGG pathway. 

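LeETR6, an ethylene receptor gene (Solyc06g053710), rose in SI styles from 1330 ± 124 RPKM (SD, n = 3) to 3540 ± 166 RPKM, a log2 fold change of 1.41 (standard error 0.13, adjusted p = 0.00570). It kept an adjusted p under 0.05 in SI when any single library was left out. tETR (Solyc09g089610) was at 10.0 ± 2.42 RPKM in SIP and 4.99 ± 1.71 RPKM in SIUP, a log2 fold change of 0.97 (standard error 0.30) that did not pass the test (adjusted p = 0.110). In SC styles, LeETR6 rose from 1121 ± 133 RPKM to 3389 ± 978 RPKM (log2 fold change 1.56, standard error 0.29, adjusted p = 0.0270), while tETR was at 26.5 ± 13.6 RPKM in SCP and 7.56 ± 1.54 RPKM in SCUP (adjusted p = 0.0596). The response of LeETR6 differed between SI and SC by -0.15 (standard error 0.32, adjusted p = 0.904) and that of tETR by -0.65 (adjusted p = 0.684). The SC call of LeETR6 was lost without SCUP1 (adjusted p = 0.111), SCUP3 (0.121) or SCP3 (0.0745) and without the filter (0.0658), with a range over the alternatives of 0.00109 to 0.299. For tETR in SC 4 of 17 alternatives passed, among them quantile normalization (adjusted p = 0.0401), all 12 libraries (0.0152) and the fit without SCP1 (0.0150).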

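The ethylene receptor gene LeETR2 (Solyc07g056580) was lower after self-pollination in both species, without passing the test in either. In SC styles it was at 4.98 ± 1.96 RPKM (SD, n = 3) in SCP and 10.5 ± 2.51 RPKM in SCUP, a log2 fold change of -1.05 (standard error 0.34, adjusted p = 0.105 from limma). In SI styles it was at 2.06 ± 0.519 RPKM in SIP and 5.46 ± 1.82 RPKM in SIUP, a log2 fold change of -1.19 (standard error 0.29, adjusted p = 0.0710). The SI and SC responses differed by -0.14 (adjusted p = 0.945). With all 12 libraries in the fit the SC adjusted p was 0.0484, and without SIUP1 the SI adjusted p was 0.0219.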

LeETR2 (Solyc07g056580) was the only ethylene receptor identified from the SCP *vs.* SCUP comparison, and significantly downregulated in P styles compared with UP styles. This protein also mapped to the plant hormone signal transduction KEGG pathway, which was not a significantly enriched pathway in the SCP *vs.* SCUP comparison. The above results indicated that SI self-pollination not only involves the induction of ethylene production, but also enhanced the perception ethylene. Although SC self-pollination may involve some enhancement of ethylene production, the ability to perceive ethylene was weakened by the significant downregulation of LeETR2. Plant responses to ethylene initiates with ethylene binding to ETRs and terminates in a transcription cascade of plant-specific transcription factors families, especially the ethylene-insensitive protein 3 (EIN3/EIL) and ethylene-responsive transcription factor (ERF). EIN3 protein is a key transcription factor for mediating the expression of ethylene-regulated genes and morphological responses. EIN3 interacts physically with the Ein3-binding f-box protein1/2 (EBF1/EBF2) and is ultimately and quickly degraded through a ubiquitin/proteasome pathway mediated by the SCF complex, which comprises a RING-box protein 1 (RBX1), Cullin 1 (Cul1), S-phase kinase-associated protein 1 (Skp1), F-box protein (F-box) [42,43]. 

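EBF1 and EBF2 are F-box proteins that target the transcription factor EIN3 for degradation. The EBF1/2 gene Solyc07g008250 rose in SC styles from 62.2 ± 16.9 RPKM (SD, n = 3) to 322 ± 60.7 RPKM, a log2 fold change of 2.38 (standard error 0.24, adjusted p = 0.00611 from limma), and in SI styles from 24.1 ± 6.69 RPKM to 118 ± 20.3 RPKM, a log2 fold change of 2.28 (standard error 0.22, adjusted p = 0.00591). It was called in both species whichever library was left out. Solyc12g009560 rose in SI from 134 ± 34.1 RPKM to 360 ± 74.8 RPKM (log2 fold change 1.44, standard error 0.24, adjusted p = 0.0284). In SC it was at 306 ± 135 RPKM in SCP and 128 ± 13.6 RPKM in SCUP, a log2 fold change of 1.16 (standard error 0.33) with an adjusted p of 0.0809. The responses of the EBF genes differed between SI and SC by -0.10 to 0.28, and 0 of 2 differences passed the test (adjusted p 0.858 to 0.944, with 0 at an unadjusted p under 0.05 and 0 by the unequal-variance test on RPKM or voom). The SI call of Solyc12g009560 was lost without SIUP2 (adjusted p = 0.0768), SIUP3 (0.0760), SIP1 (0.101) or SIP2 (0.0705), with a range over the alternatives of 0.0166 to 0.274. In SC it passed with all 12 libraries (0.0248) and without SCP2 (0.0463).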

We identified one EBF1/2 (Solyc07g008250) from the SC and two EBF1/2 (Solyc07g008250, Solyc12g009560) from the SI, both of which were significantly upregulated in P compared with UP styles. In addition, we also identified one Skp1 (Solyc01g111640) and one Cul1 (Solyc01g067120) from SI, which were significantly upregulated in P compared with UP styles. This result indicated that key transcription factor EIN3 was negatively regulated by targeting EIN3 it for degradation through the ubiquitin/proteasome pathway after SI self-pollination, but not in SC pollination.

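Skp1 (Solyc01g111640), a subunit of the SCF ubiquitin ligase, rose in SI styles from 6.18 ± 1.30 RPKM (SD, n = 3) to 15.4 ± 2.83 RPKM, a log2 fold change of 1.25 (standard error 0.20, adjusted p = 0.0278). In SC styles it was at 37.3 ± 9.25 RPKM before and 39.0 ± 1.26 RPKM after self-pollination (log2 fold change 0.09, standard error 0.20, adjusted p = 0.821). The difference between the responses was 1.16 (standard error 0.29) and did not pass the interaction test (adjusted p = 0.0965). Cul1 (Solyc01g067120), the scaffold of the same complex, was below the filter in both species. It was at 0.392 ± 0.0926 RPKM in SIP and 0.0354 ± 0.0614 RPKM in SIUP, on 0 to 4 reads per SI library, and its adjusted p in SI without the filter was 0.0560. In SC it was at 0.889 ± 0.115 RPKM in SCP and 0.622 ± 0.576 RPKM in SCUP. The SI call of Skp1 was lost without SIUP2 (adjusted p = 0.0813), SIUP3 (0.122), SIP1 (0.10), SIP2 (0.0637) or SIP3 (0.0515), with a range over the alternatives of 0.0106 to 0.264.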

A previous study demonstrated that auxin was significantly increased after compatible pollination and ethylene was strongly increased after incompatible pollination [44,46]. The last step of indole-3-acetic acid (IAA) biosynthesis is performed by aldehyde dehydrogenase. We identified one aldehyde dehydrogenase (aldehyde dehydrogenase family 2 member B4, Solyc08g068190) from SC that was significantly upregulated in P compared with UP styles and one aldehyde dehydrogenase (aldehyde dehydrogenase family 3 member H1-like, Solyc06g060250) from SI that was significantly downregulated in P compared with UP styles. This result is consistent with the results of the previous study. 

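The aldehyde dehydrogenase gene of family 3 member H1-like (Solyc06g060250) rose in SC styles from 47.9 ± 0.823 RPKM (SD, n = 3) to 123 ± 16.4 RPKM, a log2 fold change of 1.34 (standard error 0.16, adjusted p = 0.00837). Its SI levels were 90.4 ± 21.2 RPKM in SIUP and 77.6 ± 19.1 RPKM in SIP (log2 fold change -0.22, standard error 0.23, adjusted p = 0.571). Its responses differed by -1.56, SI minus SC (standard error 0.29, adjusted p = 0.0323 from the limma interaction). The family 2 member B4 gene (Solyc08g068190) was at 6.89 ± 0.313 RPKM in SIUP and 3.38 ± 0.848 RPKM in SIP, on 12 to 41 reads per library, a log2 fold change of -0.95 (standard error 0.21) with an adjusted p of 0.0553. In SC it was below the filter, at 0.245 ± 0.0788 RPKM in SCUP and 0.158 ± 0.157 RPKM in SCP, on 0 to 2 reads. The SC call of Solyc06g060250 was lost without SCUP3 (adjusted p = 0.0509, range over the alternatives 0.00155 to 0.255). Its difference between the species passed in 13 of 22 alternatives (range 0.0275 to 0.361), and was lost by voom on the recovered reads (0.0568) and without SCUP1 (0.0788), SCUP3 (0.0881), SCP2 (0.0783), SIUP2 (0.0847), SIUP3 (0.101), SIP1 (0.0826) or SIP3 (0.0832).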

Auxin is likely to be directly or indirectly involved in pollen-pistil recognition and pollen tube elongation in Nicotiana [45] and might have an important role in the SI response in plants such as *Theobroma cacao* [46], *Petunia hybrida* [47] and *Olea europaea* [48]. Auxins regulate plant growth and development by a complex signal transduction network [49], which was included in the significantly enriched KEGG pathways of plant hormone signal transduction KEGG in the SIP *vs.* SIUP comparison. Auxin influx carrier (AUX1 LAX family) is a polar auxin transporter in cells that is involved in attaining a hormone maximum (Figure 6) [50]. 

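LAX2 (Solyc01g111310), of the AUX1 LAX family of auxin influx carriers, had few reads in SC styles, 7 to 28 per library. It was at 0.914 ± 0.277 RPKM (SD, n = 3) in SCP and 1.96 ± 0.248 RPKM in SCUP, a log2 fold change of -0.81 (standard error 0.25) that did not pass the test (adjusted p = 0.0985 from limma). After self-pollination of SI styles it was at 3.04 ± 1.41 RPKM in SIP and 2.48 ± 0.446 RPKM in SIUP (log2 fold change 0.17, standard error 0.34, adjusted p = 0.768). The responses of LAX2 differed by 0.99 on the log2 scale, SI minus SC, with an adjusted p of 0.349.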

After SC self-pollination, LAX2 protein (auxin influx carrier, AUX1 LAX family) (Solyc01g111310) was significantly downregulated. Auxins alter three major gene families: auxin/indole-3-acetic acid (Aux/IAA), GH3 and small auxin-up RNA (SAUR) to direct plant growth and development (Figure 6) [49,51]. 

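Aux/IAA proteins repress auxin-responsive transcription, and auxin induces many of their genes. Of the 9 Aux/IAA genes that the paper names, 8 rose in SI styles and 4 in SC styles after self-pollination (limma, adjusted p under 0.05). Adjusted over the named genes of all pathways, 9 rose in SI and 7 in SC. IAA19 (Solyc03g120380) was the most abundant of those described here in SI and rose from 366 ± 71.9 RPKM (SD, n = 3) to 862 ± 77.6 RPKM, a log2 fold change of 1.25 (standard error 0.16, adjusted p = 0.0144), whereas in SC its log2 fold change was 0.19 (adjusted p = 0.741). IAA29 (Solyc08g021820) rose in SC from 8.33 ± 1.54 RPKM to 71.2 ± 18.0 RPKM (log2 fold change 3.01, standard error 0.23, adjusted p = 0.00379) and in SI from 4.50 ± 0.698 RPKM to 33.0 ± 12.7 RPKM (log2 fold change 2.67, standard error 0.31, adjusted p = 0.0104). IAA3 (Solyc09g065850) rose in SI from 78.6 ± 25.2 RPKM to 253 ± 31.8 RPKM (adjusted p = 0.0160) and in SC from 216 ± 18.3 RPKM to 420 ± 22.7 RPKM (adjusted p = 0.0202). IAA26 (Solyc03g121060) rose in SC from 4.56 ± 1.58 RPKM to 40.0 ± 23.6 RPKM (adjusted p = 0.0208), and in SI its log2 fold change was 1.43 (adjusted p = 0.0785). The rises of IAA1, IAA2, IAA22, IAA35 and IAA36 in SI were 1.07 to 1.96 on the log2 scale, and in SC IAA35 rose by 1.55 on 2 to 27 reads per library, while IAA1, IAA2, IAA22 and IAA36 did not pass there. No Aux/IAA gene passed the test for a difference between the species (limma interaction, differences of -1.42 to 1.06, adjusted p 0.233 to 0.988, 0 of 9 adjusted over the list alone, 2 at an unadjusted p under 0.05, and 0 by the unequal-variance test on RPKM or voom). In simulated data the interaction test recovered only 10.3% to 20% of 2-fold differences, so equal responses are not shown. The genes were chosen by the study on these samples, so the counts are not independent evidence. Without SIUP2, SIUP3, SIP1, SIP2 or SIP3, 3, 0, 2, 4 and 4 of the 9 were called in SI, and without SCUP1, SCUP3, SCP2 or SCP3, 1, 1, 2 and 1 in SC. With all 12 libraries in the fit 6 were called in SI and 7 in SC. IAA35 (Solyc07g008020) was lost in SI with quantile normalization (adjusted p = 0.0511, range 0.00813 to 0.227) and in SC with a pseudocount of 0.1 (0.0533, range 0.00272 to 0.233), and by voom its log2 fold change was 2.35 in SI and 2.39 in SC.

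**Figure D3:**
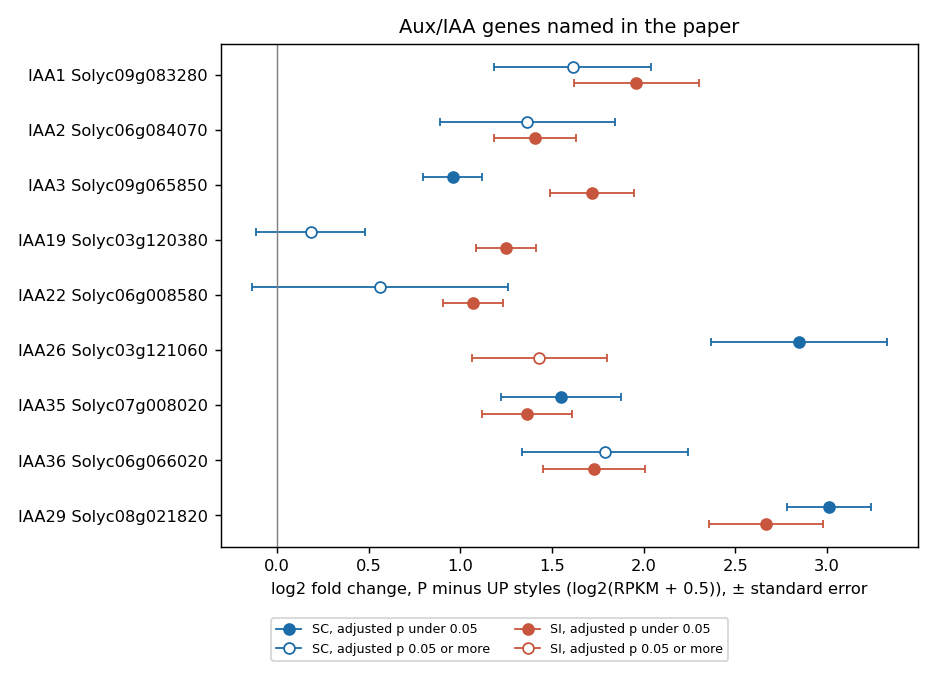
Log2 fold change of the 9 Aux/IAA genes in SC (blue) and SI (red) styles, self-pollinated minus unpollinated, on the log2(RPKM + 0.5) scale. Points are estimates from 3 against 3 libraries, bars are standard errors, and filled points have an adjusted p under 0.05. All points lie above 0, with 8 filled in SI and 4 in SC.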

Aux/IAA gene families: IAA1 (Solyc09g083280), IAA2 (Solyc06g084070), IAA3 (Solyc09g065850), IAA19 (Solyc03g120380), IAA22 (Solyc06g008580), IAA26 (Solyc03g121060), IAA35 (Solyc07Vg008020) and IAA36 (Solyc06g066020) were significantly upregulated in the SIP *vs.* SIUP comparison, and only IAA2 (Solyc06g084070), IAA29 (Solyc08g021820) and IAA 35 (Solyc07g008020) were significantly upregulated in the SCP *vs.* SCUP comparison. 

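GH3 enzymes join auxin to amino acids and so lower its active level. The GH3.1-like gene Solyc02g092820 rose in SC styles from 19.1 ± 16.3 RPKM (SD, n = 3) to 116 ± 30.7 RPKM, a log2 fold change of 2.83 (standard error 0.53, adjusted p = 0.0284 from limma). In SI styles it was at 1.93 ± 1.56 RPKM in SIUP and 15.7 ± 7.93 RPKM in SIP, a log2 fold change of 2.90 (standard error 0.65) with an adjusted p of 0.0592. The SI and SC responses of this gene differed by 0.07 (standard error 0.93, adjusted p = 0.988), and the sign of that difference turned with quantile normalization and with a pseudocount of 1. Its SC call was lost without SCUP1 (adjusted p = 0.108), SCUP3 (0.111), SCP2 (0.0821) or SCP3 (0.0742), with a range over the alternatives of 0.00984 to 0.259. In SI it passed with all 12 libraries (0.0422) and without SIUP1 (0.0306).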

For the GH3 gene families, only one probable indole-3-acetic acid-amido synthetase GH3.1-like gene (Solyc02g092820) was significantly upregulated in the SCP *vs.* SCUP comparison. 

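The SAUR genes are early auxin-response genes. Of the 8 that the paper names, 5 were above the filter in SI styles, and of these 1 fell and 4 did not pass the test (limma, adjusted p under 0.05). Adjusted over the named genes of all pathways, 2 rose and 2 fell. The auxin-induced protein 10A5-like gene Solyc01g110560 fell from 8.16 ± 0.838 RPKM (SD, n = 3) to 3.56 ± 0.785 RPKM, a log2 fold change of -1.11 (standard error 0.19, adjusted p = 0.0331). The other 10A5-like gene, Solyc03g033590, was at 3.71 ± 3.29 RPKM in SIUP and 11.6 ± 2.64 RPKM in SIP (log2 fold change 1.79, standard error 0.52, adjusted p = 0.0980), and Solyc12g009280 at 17.2 ± 11.8 RPKM and 55.1 ± 7.64 RPKM (adjusted p = 0.0603). Solyc01g110570 was at 9.15 ± 1.73 RPKM in SIUP and 4.22 ± 1.52 RPKM in SIP (adjusted p = 0.0835), and small auxin-up protein 58 (Solyc06g053260) at 1.33 ± 0.222 RPKM and 1.53 ± 1.27 RPKM (adjusted p = 0.994). Solyc03g124020 was below the filter, with 0 to 3 reads per SI library. Without SIUP1 the adjusted p of Solyc03g033590 was 0.00887 and that of Solyc12g009280 was 0.00474. The call of Solyc01g110560 was lost without SIUP2 (0.117), SIUP3 (0.134), SIP1 (0.107) or SIP2 (0.0745), with all 12 libraries (0.140) and without the filter (0.0536), with a range over the alternatives of 0.0287 to 0.227.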

For the SAUR gene families, small auxin-up protein 58 (Solyc06g053260), auxin-induced protein 10A5-like (Solyc03g033590), uncharacterized LOC101249064 (Solyc03g124020) and uncharacterized LOC101254455 (Solyc12g009280) were significantly upregulated, and auxin-induced protein 15A-like (Solyc01g110570) and auxin-induced protein 10A5-like (Solyc01g110560) were significantly downregulated in the SIP *vs.* SIUP comparison. Only auxin-induced protein 15A-like (Solyc09g009980) and indole-3-acetic acid-induced protein ARG7-like (Solyc04g081250) were significantly upregulated in the SCP *vs.* SCUP comparison. These results indicated that although auxin was strongly increased after compatible pollination, because the auxin influx carrier (AUX1 LAX family) (Solyc01g111310) was significantly downregulated, fewer auxin-responsive genes showed altered expressions. 

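In SC styles, 7 of the 8 SAUR genes were above the filter, and 2 of them rose (3 adjusted over the named genes of all pathways). Solyc09g009980, the auxin-induced protein 15A-like gene, rose from 1.06 ± 0.189 RPKM (SD, n = 3) to 15.2 ± 2.92 RPKM, on 24 to 478 reads per library, a log2 fold change of 3.33 (standard error 0.22, adjusted p = 0.00379). It was called whichever SC library was left out. In SI styles it was below the filter, at 0.115 ± 0.0482 RPKM in SIUP and 0.459 ± 0.307 RPKM in SIP, and the responses differed by -2.73 (standard error 0.36, adjusted p = 0.00923 from the limma interaction). Small auxin-up protein 58 (Solyc06g053260) rose from 0.517 ± 0.377 RPKM to 2.68 ± 0.814 RPKM (log2 fold change 1.68, standard error 0.34, adjusted p = 0.0353), on 1 to 11 reads per library. The ARG7-like gene Solyc04g081250 was at 1.55 ± 0.633 RPKM in SCUP and 3.92 ± 0.831 RPKM in SCP (log2 fold change 1.14, standard error 0.30, adjusted p = 0.0676). The difference of Solyc09g009980 was lost with a pseudocount of 0.1 (adjusted p = 0.104) and by voom on the recovered reads (0.272, range 0.00234 to 0.497). The call of Solyc06g053260 was lost without SCUP1 (0.133), SCUP3 (0.141), SCP1 (0.0538), SCP2 (0.101) or SCP3 (0.0711) and by voom (0.0581), with a range of 0.0146 to 0.272, and Solyc04g081250 passed with quantile normalization (0.0461) and with all 12 libraries (0.0259).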

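The aldehyde dehydrogenase, LAX2, Aux/IAA, GH3 and SAUR genes were taken as one group of 21 auxin genes. Those whose responses differed between the species (limma interaction, adjusted p under 0.05; 5 adjusted over the list alone and 8 at an unadjusted p under 0.05) were the aldehyde dehydrogenase gene Solyc06g060250 and the SAUR gene Solyc09g009980, each with the higher response in SC. LAX2 was not among them. The differences of the other genes ranged from -1.68 to 1.80 on the log2 scale, SI minus SC. Without SCUP1, SCUP3, SCP2, SIUP2, SIUP3, SIP1 or SIP3 1 gene differed, and without SIUP1 3. The study chose the 21 genes on the same libraries, and adjustment over that list alone does not allow for the choice. Auxin itself was not measured in these libraries.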

During SC pollination, the auxin influx carrier (AUX1 LAX family) was not affected, resulting in many auxin-responsive genes showing altered expression after incompatible pollination. A previous study indicated that auxin influx carriers (AUX1 LAX family) were involved in auxin-ethylene interactions in *Arabidopsis thaliana* [52]; however, whether auxin influx carriers (AUX1 LAX family) are also involved in auxin-ethylene interactions in tomato SI is unknown.

Ethylene and JA, as well as ABA and auxin, have direct or indirect interactions [32], but the roles of JA and ABA in tomato pollination, especially in SI self-pollination, were unknown. ABA is a phytohormone that acts in seed dormancy, plant development and environmental stress. The carotenoid biosynthesis pathway is an ABA biosynthesis pathway (Figure 6) that was enriched in SC and SI. Endogenous ABA levels are regulated by both ABA biosynthesis and ABA catabolism: xanthoxin dehydrogenase is a key enzyme for ABA biosynthesis and ABA 8′-hydroxylase is a key enzyme for ABA catabolism [53,54]. Xanthoxin dehydrogenase (Solyc12g056600) was significantly upregulated in SC not in SI and ABA 8′-hydroxylase 1-like (CYP707A2, Solyc08g005610) was significantly upregulated in SI but not in SC, which indicated that endogenous ABA levels increased in SC and decreased in SI styles during pollination. 

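Xanthoxin dehydrogenase (Solyc12g056600), an enzyme of ABA synthesis, rose in SC styles from 17.9 ± 7.15 RPKM (SD, n = 3) to 241 ± 66.1 RPKM, a log2 fold change of 3.76 (standard error 0.34, adjusted p = 0.00448). It was called whichever SC library was left out. In SI styles it was below the filter, at 0.103 ± 0.117 RPKM in SIUP and 0.704 ± 0.615 RPKM in SIP, on 0 to 16 reads per library. The responses differed by -2.89, SI minus SC (standard error 0.58, adjusted p = 0.0428 from the limma interaction). CYP707A2 (Solyc08g005610), the ABA 8'-hydroxylase that degrades ABA, rose in SI from 13.6 ± 2.42 RPKM to 71.3 ± 17.8 RPKM (log2 fold change 2.33, standard error 0.22, adjusted p = 0.00591), and it too was called whichever SI library was left out. In SC it was at 95 ± 34.5 RPKM in SCUP and 195 ± 148 RPKM in SCP (log2 fold change 0.80, standard error 0.57, adjusted p = 0.411), and its responses differed by 1.53 (standard error 0.68, adjusted p = 0.374). The hormone itself was not measured. The difference of xanthoxin dehydrogenase passed in 7 of 22 alternatives (adjusted p 0.0117 to 0.691). Its size depends on how values near 0 in SI are treated: it was -1.59 by voom on the recovered reads (0.691) and -2.07 with a pseudocount of 0.1 (0.416), and was lost in both. It was also lost with upper-quartile scaling (0.0519), without the filter (0.0588) and without SCUP1 (0.101), SCUP3 (0.103), SCP2 (0.102), SCP3 (0.0524), SIUP1 (0.0545), SIUP2 (0.10), SIUP3 (0.128), SIP1 (0.0881) or SIP2 (0.0572).

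**Figure D4:**
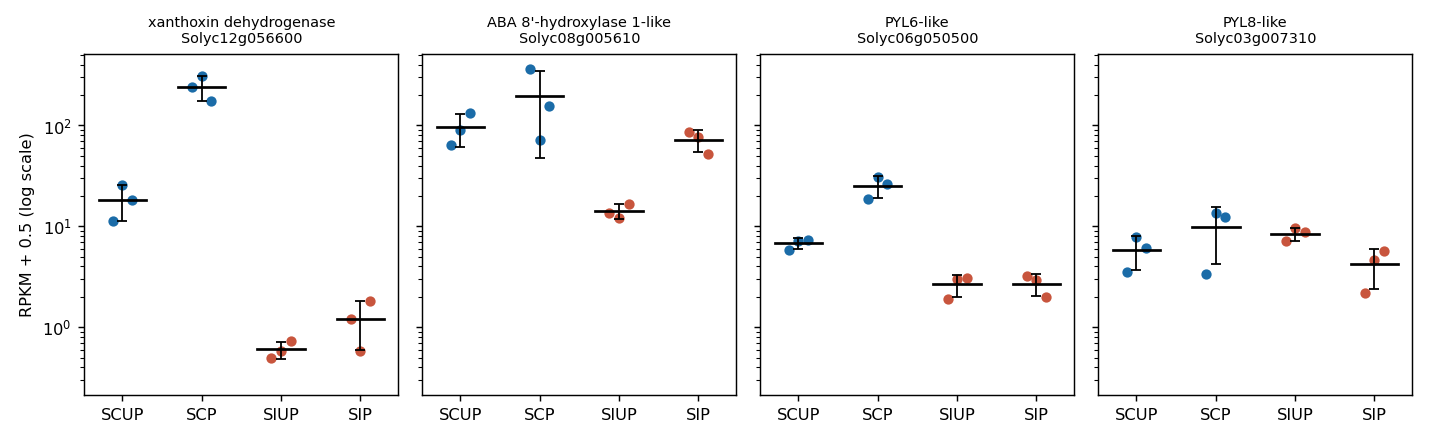
RPKM + 0.5, on a log axis, of xanthoxin dehydrogenase, ABA 8'-hydroxylase 1-like (CYP707A2) and the receptor genes PYL6-like and PYL8-like in SC (blue) and SI (red) styles. Points are the 3 libraries of each group, with their mean and SD as lines. Xanthoxin dehydrogenase averages 241 RPKM in SCP and 17.9 RPKM in SCUP, and CYP707A2 averages 71.3 RPKM in SIP and 13.6 RPKM in SIUP.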

Pyrabactin resistance/pyrabactin resistance-like (PYR/PYL) family is an ABA receptor that is very important to ABA recognition and signaling [55,56]. We identified two genes of the PYR/PYL family: ABA receptor PYL8-like (Solyc03g007310) from SI and ABA receptor PYL6-like (Solyc06g050500) from SC. 

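Proteins of the PYR/PYL family bind ABA. PYL6-like (Solyc06g050500) rose in SC styles from 6.28 ± 0.822 RPKM (SD, n = 3) to 24.8 ± 6.33 RPKM, a log2 fold change of 1.87 (standard error 0.23, adjusted p = 0.00958 from limma), and was called whichever SC library was left out. The SI levels were 2.17 ± 0.654 RPKM in SIUP and 2.19 ± 0.639 RPKM in SIP (log2 fold change 0.02, standard error 0.29, adjusted p = 0.975). The responses differed by -1.85 (standard error 0.38, adjusted p = 0.0458). PYL8-like (Solyc03g007310) was at 7.95 ± 1.23 RPKM in SIUP and 3.69 ± 1.80 RPKM in SIP, a log2 fold change of -1.11 (standard error 0.36, adjusted p = 0.118), and in SC at 5.31 ± 2.14 RPKM in SCUP and 9.30 ± 5.58 RPKM in SCP (log2 fold change 0.59, standard error 0.57, adjusted p = 0.555). Of the 2 receptor genes, 1 differed between the species over all genes tested, and 2 adjusted over the list alone, with differences of -1.85 to -1.70. The study chose both on the same libraries, and adjustment over the list alone does not allow for the choice. The difference of PYL6-like passed in 6 of 22 alternatives (adjusted p 0.0215 to 0.577). It was lost without the filter (0.0655), with a filter of 5 RPKM (0.0515), with a pseudocount of 0.1 (0.0845), by voom on the recovered reads (0.167), and without SCUP1 (0.113), SCUP2 (0.0615), SCUP3 (0.0979), SCP2 (0.103), SCP3 (0.0807), SIUP2 (0.116), SIUP3 (0.136), SIP1 (0.0716), SIP2 (0.0786) or SIP3 (0.110).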

PYL8-like was significantly downregulated in SI and PYL6-like was significantly upregulated in SC styles during pollination, which indicated that the ability to perceive ABA was weakened in SI and enhance in SC. A previous study showed that PYR/PYLs are negative regulatory receptors, whereby ABA binds to PYR/PYLs, which in turn binds to type 2C protein phosphatases (PP2Cs) to inhibit PP2Cs. SNF1-related protein kinase subfamily 2 (SnRK2) is located downstream of PP2Cs and is negatively regulated by PP2Cs (Figure 6). SnRK2 (serine/threonine-protein kinase SAPK3-like, Solyc08g077780) was upregulated in SI (in which PP2Cs are not inhibited) and an SnRK2 (serine/threonine-protein kinase SAPK7-like, Solyc05g056550) was downregulated in SC, wherePP2Cs are inhibited. In addition, SnRK2s can phosphorylate b-ZIP transcription factors, which bind to the ABA-responsive element to activate ABA-responsive genes. 

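The SAPK3-like kinase gene Solyc08g077780 rose in SI styles from 15.4 ± 1.92 RPKM (SD, n = 3) to 34.3 ± 6.86 RPKM, a log2 fold change of 1.12 (standard error 0.17, adjusted p = 0.0236). In SC styles it was at 32.7 ± 6.64 RPKM in SCUP and 93.7 ± 48.7 RPKM in SCP (log2 fold change 1.41, standard error 0.36, adjusted p = 0.0633). SAPK7-like (Solyc05g056550) was near the filter. It was at 1.83 ± 0.332 RPKM in SCUP and 0.861 ± 0.202 RPKM in SCP, on 15 to 48 reads per library, a log2 fold change of -0.78 (standard error 0.25) that did not pass (adjusted p = 0.101). In SI it was below the filter, at 0.603 ± 0.321 RPKM in SIUP and 1.09 ± 1.00 RPKM in SIP. The responses of the pair differed between the species by -0.29 to 1.17, and 0 of 2 passed (limma interaction, adjusted p 0.382 to 0.852, with 1 at an unadjusted p under 0.05 and 0 by the unequal-variance test on RPKM or voom). The SI call of SAPK3-like was lost without SIUP2 (adjusted p = 0.0829), SIUP3 (0.113) or SIP1 (0.0659) and with all 12 libraries (0.0695), with a range over the alternatives of 0.0140 to 0.289. In SC it passed in 2 of 17 alternatives, the fit of all 12 libraries among them (0.00961).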

Phosphorylated b-ZIP transcription factors are important to active ABA-responsive genes [57]. 

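The b-ZIP transcription factor gene Solyc10g076920 had low values in both species. In SC styles it was at 1.32 ± 0.0260 RPKM (SD, n = 3) in SCUP and 0.536 ± 0.281 RPKM in SCP, on 3 to 16 reads per library, a log2 fold change of -0.85 (standard error 0.28) that did not pass the test (adjusted p = 0.114 from limma). In SI styles it was at 2.82 ± 0.489 RPKM in SIUP and 1.45 ± 0.670 RPKM in SIP, a log2 fold change of -0.83 (standard error 0.32, adjusted p = 0.162). The responses of the b-ZIP gene differed by 0.02 between the species (adjusted p = 0.991), a difference whose sign turned with a pseudocount of 1.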

One b-ZIP transcription factor (Solyc10g076920) was significantly downregulated in the SCP *vs.* SCUP comparison, but not in the SIP *vs.* SIUP comparison. This indicated that ABA might have important regulatory roles in SI. Jasmonates are phytohormones that are essential for plant development and survival, and can induce jasmonate ZIM-domain proteins (JAZs) to be degraded through the ubiquitin/proteasome pathway, mediated by the SCF^COI1^ complex. In addition, JAZs negatively regulate MYC2, which is a key jasmonate responses transcriptional activator [58]. We identified a JAZ (jasmonate ZIM-domain protein 1, Solyc12g009220) and a transcription factor MYC2 (Solyc08g076930), both of which were both significantly upregulated in the SIP *vs.* SIUP comparison. 

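JAZ1 (Solyc12g009220), a repressor of jasmonate responses, rose in SI styles from 149 ± 24.2 RPKM (SD, n = 3) to 441 ± 44.5 RPKM, a log2 fold change of 1.57 (standard error 0.15, adjusted p = 0.00591). MYC2 (Solyc08g076930), the transcription factor that JAZ proteins repress, rose from 58.6 ± 2.96 RPKM to 136 ± 13.9 RPKM, a log2 fold change of 1.20 (standard error 0.11, adjusted p = 0.00573). JAZ1 and MYC2 were called whichever SI library was left out. In SC styles JAZ1 was at 432 ± 59.8 RPKM in SCUP and 580 ± 28.1 RPKM in SCP (log2 fold change 0.43, standard error 0.18, adjusted p = 0.183), and MYC2 at 63.8 ± 11.3 RPKM and 90.7 ± 5.68 RPKM (log2 fold change 0.52, standard error 0.18, adjusted p = 0.121). The responses differed by 1.13 for JAZ1 (standard error 0.22, adjusted p = 0.0420 from the limma interaction) and by 0.68 for MYC2 (standard error 0.20, adjusted p = 0.170). Adjusted over this list of 2 genes alone, 2 of 2 passed. The study chose both on the same libraries, and that adjustment does not allow for the choice. The difference of JAZ1 passed in 7 of 22 alternatives (adjusted p 0.0243 to 0.564). It was lost without the filter (0.0535), with a pseudocount of 0.1 (0.0549), by voom on the recovered reads (0.0795), and without SCUP1 (0.0521), SCUP2 (0.0534), SCUP3 (0.111), SCP2 (0.0888), SCP3 (0.0609), SIUP2 (0.107), SIUP3 (0.128), SIP1 (0.0721), SIP2 (0.0810) or SIP3 (0.111), while that of MYC2 passed without SCUP2 (0.0406, range 0.0406 to 0.414).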

The TGA family comprises key transcription factors of the salicylic acid (SA)-mediated signal transduction pathway [59]. After SI self-pollination, TGA family transcription factor (Solyc10g080410) was significantly upregulated.

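The TGA gene Solyc10g080410 was below the filter of 1 RPKM in both species. Its SI levels were 0.246 ± 0.107 RPKM (SD, n = 3) in SIUP and 0.824 ± 0.151 RPKM in SIP, on 3 to 14 reads per library. Without the filter its log2 fold change in SI was 0.83, with an adjusted p of 0.0705 from limma. In SC styles the TGA gene was at 0.0180 ± 0.0312 RPKM in SCUP and 0.771 ± 0.668 RPKM in SCP, on 0 to 27 reads. The difference between the species was not tested for this gene, because it was below the filter over the 12 libraries.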

## Conclusions

This is the first global transcriptome-wide comparative analysis of styles from SC and SI tomatoes using a high-throughput RNA-seq. The enriched GO term analysis of the identified DEGs showed that nine GO terms were significantly enriched in the SCP *vs.* SCUP comparison and 78 GO terms were significantly enriched in the SIP *vs.* SIUP comparison. The ethylene biosynthesis pathway of the cysteine and methionine metabolism pathway and the plant hormone signal transduction pathway play an important role in tomato SI. Further GO and KEGG analyses showed that SI self-pollination induced more ethylene production and catabolism of ABA, and SC self-pollination induced more auxin production and ABA biosynthesis. Moreover, the phytohormones ethylene, auxin and ABA play important roles by plant hormone signal transduction in tomato SI.

## Methods

### Plant materials

Tomato seeds of *S. chilense* (LA0130, SI) and *S. pimpinellifolium* (LA1585, SC) were obtained from the Charles Rick Tomato Genetics Resource Center (UC, Davis http://tgrc.ucdavis.edu/index.aspx). The seeds were germinated in peat pellets and seedlings with three to four leaves were grown on medium containing the perlite: peat (1:1) under a thermoperiod of 26/20°C (day/night) in a greenhouse. Plants were supplied with a commercial fertilizer every week. During flowering, 24 h UP and P styles (containing stigmas) (Additional file 5) were collected from *S. chilense* (LA0130) (SIUP/SIP) and *S. pimpinellifolium* (LA1585) (SCUP/SCP), respectively, and immediately frozen in liquid nitrogen and stored at −80°C for RNA extraction. Three biological replicates of each sample were collected and used for RNA extraction.

### RNA extraction and deep sequencing

Total RNA was extracted from each sample using an RNAprep pure Plant Kit (Tiangen, Beijing, China), according to the manufacturer’s protocol. The RNA concentration of each sample was measured using a NanoDrop 2000 (Thermo Scientific, Waltham, MA, USA). The RNA quality was assessed using an Agilent2200 (Agilent Technologies, Santa Clara, CA, USA).

The sequencing library for each RNA sample was prepared using a TruseqTM RNA sample prep Kit (Illumina, San Diego, CA, USA), following the manufacturer’s protocol. Briefly, mRNA was purified using poly-T oligo-attached magnetic beads (Invitrogen,Carlsbad, CA, USA) from 5 μg total RNA. The mRNA was fragmented, and the RNA fragments were reverse transcribed and amplified to double-stranded cDNA. Index adapters were then ligated to the cDNA according to the protocol of the TruseqTM RNA sample prep Kit (Illumina). The library was quantified using a TBS-380 mini-fluorometer (Picogreen, Cohasset, MA, USA). The clustering of the index-coded samples was performed on a cBot Cluster Generation System, using a TruSeq PE Cluster Kit v3-cBot-HS (Illumina), according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 2500 platform and a sequence length of 2*101 bp paired-end reads were generated.

### Filtering raw reads and mapping

The raw reads were pass-filtered using the Trimmomatic tool [60] and then used for mapping. The reference tomato genome and gene model annotation files were downloaded from the genome website (http://solgenomics.net/) directly. The paired-end clean reads were aligned to the reference tomato genome using Tophat [61] and the mapped reads were counted with using HT-seq [62].

### Identification of DEGs

Gene expression levels were estimated as RPKM [63]. Differential expression analysis of SCUP/SCP groups and SIUP/SIP groups was performed using the DESeq R package (1.10.1), which provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. After statistical analysis, the DEGs were identified using significance analysis by t-tests, with a P-value < 0.05 and at least two-fold changes (either up- or downregulation) being considered significant.

### GO analysis

The blast2go [64] program was used to obtain GO annotations for all identified genes. GO functional classification was performed using the WEGO online tool [65] to gain an understanding of the distribution of gene functions at the macro level. GO is the key functional classification of NCBI, which was applied to analyze the functions of the DEGs [66,67]. GO enrichment analysis of DEGs was implemented using SEA [68], in which Fisher’s exact test and a χ^2^ test were used to classify the GO categories; the FDR was calculated to correct the P-value [69,70]. P-values for the GOs of all the DEGs were computed. The significant GO terms were defined as having a P-value < 0.05 and an FDR < 0.05.

### Pathway analysis

KEGG is a database resource for understanding high-level functions and utilities of biological systems, such as cells, organisms and ecosystems, from molecular-level information, especially large-scale molecular datasets generated by genome sequencing and other high-through put experimental technologies (http://www.genome.jp/kegg/). KEGG pathway analysis was used to identify the significant pathways involving the DCEGs [71-73]. Fisher’s exact test and a χ^2^ test were used to identify significant pathways (P-value < 0.05 and FDR < 0.05) [74-76]. We used the KEGG Orthology Based Annotation System (KOBAS) software to test the statistical enrichment of DEGs in KEGG pathways.

### Availability of supporting data

The data sets supporting the results of this article are available in the Gene Expression Omnibus repository under accession no GSE67654 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67654) [77].

## Additional files

Additional file 1: Table S1. RNA-seq of data of all counts for SI and SC compared with self-pollinated and unpollinated styles. Additional file 2: Table S2. List of differentially expressed genes for SI and SC compared with self-pollinated and unpollinated styles. Additional file 3: Table S3. GO analysis of differentially expressed genes for SI and SC compared with self-pollinated and unpollinated styles. Additional file 4: Table S4. Pathway analysis differentially expressed genes for SI and SC compared with self-pollinated and unpollinated styles. Additional file 5: Figure S1. The structure of the tomato pistil. Red lines show the cutting position of a style containing a stigma.

## Abbreviations

SC: Self-compatibility
SI: Self-incompatibility
ncRNA: Non-coding RNAs
SAGE: Serial Analysis of Gene Expression
EST: Expressed sequence tag
MPSS: Massively parallel signature sequencing
RNA-seq: mRNA sequencing
GO: Gene ontology
GB: Gigabases
SCUP: SC unpollination
SCP: SC self-pollination
SIUP: SI unpollination
SIP: SI self-pollination
UP: Unpollination
P: Pollination
RPKM: Reads per kilobase of exon region in a given gene per million mapped reads
DEGs: Differentially expressed genes
FC: Fold-change
SEA: Singular enrichment analysis
FDR: False discovery rate
KEGG: Kyoto encyclopedia of genes and genomes
AdoMet: S-adenosyl-L-methionine
ACC: 1-aminocyclopropane-1-carboxylate
ABA: Abscisic acid
ACO: 1-aminocyclopropane-1-carboxylate oxidase
ACS: 1-aminocyclopropane-1-carboxylate synthase
SAM: S-adenosyl methionine synthase
ETR: Ethylene receptor
EIN3/EIL: Ethylene-insensitive protein 3
ERF: Ethylene-responsive transcription factor
EBF1/EBF2: Ein3-binding f-box protein1/2
IAA: Indole-3-acetic acid
AUX1 LAX: Auxin influx carrier
Aux/IAA: Auxin/indole-3-acetic acid
SAUR: Small auxin-up RNA
JA: Jasmonic acid
RBX1: RING-box protein 1
Cul1: Cullin 1
Skp1: S-phase kinase-associated protein 1
F-box: F-box protein
PYR/PYL: Pyrabactin resistance/pyrabactin resistance-like
PP2Cs: Type 2C protein phosphatases
SnRK2: SNF1-related protein kinase subfamily 2
JAZs: Jasmonate ZIM-domain protein
KOBAS: KEGG Orthology Based Annotation System

How the deposited data were processed for this re-analysis (not part of the article)

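The data are RNA sequencing of styles, stigma included, of self-compatible (SC) S. pimpinellifolium LA1585 and self-incompatible (SI) S. chilense LA0130, unpollinated (UP) or 24 h after self-pollination (P). The 12 samples form 4 groups of 3 libraries: SCUP, SCP, SIUP and SIP. The group and replicate of each library come from its deposited title, which the column names of the deposited table repeat. Nothing says that libraries with the same number belong together, so the samples were compared as unpaired.

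The RPKM values were made by the authors, who trimmed and filtered the read pairs with Trimmomatic 0.32, aligned them to the tomato genome with TopHat2, counted the reads per gene and divided by gene length and by the reads counted in the library. The genome and annotation builds, and the counting of reads that match several genes, are not given in the sources used here. The counts of raw and high-quality read pairs were deposited by the authors in a table of read quality. The p-values and log2 ratios per gene were also deposited by the authors, with a mark for the genes they took as differentially expressed. The log2 ratio is deposited as UP over P, so its sign was turned here. The p-values in that table were recomputed for 26,394 SC genes and 25,531 SI genes and equal those of a two-sided unequal-variance test on RPKM without adjustment. A gene with all libraries of one group at 0 has no mark in that table. Above 0 in P only are 996 SC genes and 1028 SI genes, and in UP only 976 and 858. The authors' methods name DESeq 1.10.1 for this comparison, with t-tests, a p-value under 0.05 and a 2-fold change to identify the genes.

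The table lists 34,725 genes. Left out were 7 genes that hold error codes in place of values and 1 line of totals. The RPKM values stand on 2 deposited sheets that hold the same values, and no column of values was left unmatched to a library. Counts of reads were recovered by code from the deposited RPKM values, since the values of a gene are whole multiples of a step. These totals are 94.4% to 95.9% of the mapped read pairs that the paper gives for the SC libraries and 106% to 108% for the SI libraries, so they are not counts of the same kind.

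Values were analysed as log2(RPKM + 0.5) over genes with at least 1 RPKM in at least 3 of the libraries fitted. Each species was fitted by itself with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with an intensity trend), as P minus UP over its 6 libraries. The difference between the responses, (SIP - SIUP) - (SCP - SCUP), was fitted over all 12 libraries. The p-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold, and at least 2-fold means an absolute log2 fold change of at least 1. Errors after ± are standard deviations of 3 libraries, and standard errors are those of limma. A count adjusted over the list alone takes only the p-values of the genes in that list. For changes within a species the list is always all the named genes tested in it. For differences between the species it is the group of genes at hand. The study chose these genes on the same libraries, and the adjustment does not allow for that choice. The other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the figures drawn with matplotlib 3.10.9.

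The alternatives were upper-quartile scaling, quantile normalization, limma without the trend, an unequal-variance test on RPKM with Benjamini-Hochberg adjustment, no filter, a filter of 5 RPKM, pseudocounts of 0.1 and 1, a block for the replicate number, a fit of all 12 libraries, each library left out in turn, and the paper's criteria. The comparisons, the thresholds and these alternatives were chosen before the data were examined. Added after the values were seen were voom (limma) on the recovered reads and, for the genes shared by the species, the scalings, the fit of all 12 libraries and the fits with a library left out. Only a part of the named genes had their difference between the species followed singly through the alternatives, and this part was picked after values were seen. With one library left out, its group has 2 and the spread is pooled over the groups by limma.

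The procedure was tested on simulated data with known changes put into part of the genes. Of the genes changed 4-fold, limma recovered 55.3% to 63.3% in SC, 72.1% to 74.5% in SI and 54.0% to 57.9% for the difference. Of those changed 2-fold, it recovered 7.41% to 11.1%, 29.8% to 33.3% and 10.3% to 20%. It called 3, 1 and 6 genes that had no change put in, of 18,988, 18,324 and 20,312 tested. The simulation drew each gene independently, without shifts shared by the genes of a library. It therefore does not measure false calls that such shifts could make in the real libraries.

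Genes are named by a rule. These are the 48 genes that the paper names by ID, and, per species, from the 10 largest rises and the 10 largest falls among called genes whose groups do not overlap and whose mean over the groups is at least 1 RPKM, at most 2 each way, and from the 5 largest differences between the species each way, again at most 2. No table here pairs the tomato gene IDs with names, so genes outside the paper's text are given by ID with terms of Table S2 where it lists them. The reference gene table is of S. pimpinellifolium and carries no such IDs. For this reason the gene lists for pollen and for green tissue were not made and no gene set test was run. Table S2 was held in part, and Table S4 lists no pathway members, so the enrichment analyses of the paper were not rerun. The raw reads were not used here.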

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

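Among the tests of this part, voom on the recovered reads and the tests of Solyc08g074860 in SC and between the species were chosen only after the values were seen.

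The response to self-pollination differed between SI and SC for 210 genes in a test of the difference itself. Of 100 splits of the libraries within the species, 6 gave as many genes, the real one included, with 2051 genes in the highest of the others, so chance is not excluded for this count. The splits are also no fair measure of chance here. The 5 others, with 2051, 812, 297, 511 and 473 genes, all keep the real SC groups and count 2 of the 3 SIP libraries as unpollinated. In them a part of the SI response is added to the SC response, where the real split sets the responses against each other. Whether chance accounts for the count of 210 is left open. The unequal-variance test on RPKM gave 8 genes and voom 28. A pseudocount of 0.1 gave 107, a block for the replicate number 125 and a filter of 5 RPKM 139. Without SCUP1, SCUP3, SCP1, SCP2, SIUP2, SIUP3, SIP1 or SIP3 the count was 75, 62, 466, 107, 50, 35, 66 and 56.

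Outside the genes that the paper discusses, the largest differences toward SI were those of Solyc11g040140 (4.06) and Solyc07g065110 (3.61), on the log2 scale. Solyc07g065110 went from 1.44 ± 0.325 RPKM (SD, n = 3) to 19.2 ± 5.71 RPKM in SI and from 0.304 ± 0.132 RPKM to 0.159 ± 0.138 RPKM in SC, with a standard error of 0.39, an adjusted p of 0.00494 and, by voom, an adjusted p of 0.0555 (range over the alternatives 0.00234 to 0.573). The largest differences toward SC were those of Solyc08g080670 (-5.79) and Solyc08g068770 (-4.81, lost without SIUP3). Solyc08g080670 was at 0 in all 6 SI libraries, so its difference rests on a gene not detected in SI, and by voom its adjusted p was 0.129 (range 0.00113 to 0.636).

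Of the genes that the paper names, 5 responded differently in a test of the difference: xanthoxin dehydrogenase (-2.89), the auxin-induced protein 15A-like gene Solyc09g009980 (-2.73), PYL6-like (-1.85) and the aldehyde dehydrogenase gene Solyc06g060250 (-1.56) responded more in SC, and JAZ1 (1.13) more in SI. The difference of Solyc09g009980 passed whichever of the 12 libraries was left out, that of Solyc06g060250 was lost without SCUP1, SCUP3, SCP2, SIUP2, SIUP3, SIP1 or SIP3 (adjusted p 0.0783 to 0.101), and those of xanthoxin dehydrogenase, PYL6-like and JAZ1 passed in 3, 2 and 2 of the 12 fits with a library left out. The difference of xanthoxin dehydrogenase was -1.59 by voom and -2.07 with a pseudocount of 0.1. No one of the 5 passed by voom or by the unequal-variance test on RPKM, while 18 of the 45 genes compared had an unadjusted p under 0.05.

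Genes at 0 in every unpollinated library and at 1 RPKM or more in every pollinated one have no mark in the authors' deposited table. There are 5 in SC and 5 in SI, and the text of the paper does not name them. Solyc08g074860, annotated in Table S2 with nucleotide binding and zinc ion binding, had 21 to 38 reads and 7.40 ± 2.03 RPKM (SD, n = 3) in SIP and none in SIUP, at least 30.1-fold higher against a floor of 3 reads over the group. Table S2 lists this gene for SC, where it rose from 0.552 ± 0.104 RPKM to 3.44 ± 1.16 RPKM (log2 fold change 1.87, standard error 0.29, adjusted p = 0.0162; lost without SCUP1, SCUP3 or SCP2, at 0.0638, 0.0712 and 0.0576; range 0.000822 to 0.293). The fitted difference between the species was 2.09 (standard error 0.35, adjusted p = 0.0231), a value that depends on the pseudocount because SIUP is at 0 (1.56 with a pseudocount of 1 and 3.797 with 0.1). It was lost by voom (0.0529) and without SCUP1 (0.0661), SCUP3 (0.0751), SCP2 (0.0526), SIUP2 (0.0636), SIUP3 (0.0744) or SIP3 (0.0535), with a range of 0.0108 to 0.590. The 5 SC genes (Solyc01g010170, Solyc05g024210, Solyc10g018340, Solyc12g088850 and Solyc12g098790) had 3 to 17 reads per SCP library and were at least 6.69-fold to at least 10.6-fold higher. The other 4 SI genes (Solyc04g078040, Solyc05g013430, Solyc06g075860 and Solyc12g036920) had 1 to 8 reads per SIP library. Solyc04g078040 (66 bp) and Solyc12g036920 (75 bp) were at least 1.08-fold and 1.43-fold higher against that floor, and the others at least 4.65-fold. Genes this short pass the filter of 1 RPKM on 1 or 2 reads per library. Both are among the genes called in SI (limma, adjusted p = 0.0160 and 0.0232).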

How the results depend on the processing

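Among the tests of this part, voom on the recovered reads and the overlap of the species with all 12 libraries, with other scalings or with a library left out were chosen only after the values were seen. The named genes whose difference between the species was followed singly were picked after turns of sign had been seen.

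Called genes kept their direction in each alternative that tested them, while the counts moved. In SC and SI the direction was fixed in advance for most alternatives. Several reuse the same fold change, and the P libraries of each called gene all lie on one side of its UP libraries. Only the scalings and voom could turn a direction there. For the difference, the pseudocounts and the left-out libraries could turn it too. The unequal-variance test on RPKM called 1 gene in SC and 3 in SI (0 and 2 at least 2-fold; 3216 and 2957 at an unadjusted p under 0.05), 8 for the difference (1671 unadjusted), 0 shared by the species and 0 of the 54 statements on named genes. With all 12 libraries fitted, SC had 3708 genes (1634 rising and 2074 falling; 1691 at least 2-fold), and 287 genes were shared. A block for the replicate number gave 126 genes in SI (119 at least 2-fold), 125 for the difference, 40 shared and 21 statements. A small check showed no pairing by these numbers: the library that correlated best with each had its own number only for replicate 1 in SC (0.36) and replicate 3 in SI (0.06). With 3 libraries per group the check cannot exclude a pairing. The paper's criteria gave 811 SI genes. For the difference, a filter of 5 RPKM gave 139 genes, a pseudocount of 0.1 gave 107 and voom 28. Without the filter 109 genes were shared.

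With 1 library left out, SC had 225 to 1363 genes (225 to 1123 at least 2-fold), SI 111 to 2299 (107 to 1243), the difference 35 to 466, the genes shared by the species 44 to 306, and the named statements 19 to 38. Of the SC genes, 223 were called again without SCUP3, and of the SI genes 668 without SIUP1 and 106 without SIP1.

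Among genes not called, the sign turned for Solyc12g009280 in SC with quantile normalization (-0.0026), for Solyc06g053260 in SI with upper-quartile scaling (0.0024) and a pseudocount of 1 (0.019), for the difference of GH3.1-like (Solyc02g092820) with quantile normalization (-0.039) and a pseudocount of 1 (-0.22), and for that of Solyc10g076920 with a pseudocount of 1 (-0.065). With 1 library left out it turned in SC for Solyc10g083970 (-0.0018 to 0.55), Solyc01g111640 (-0.079 to 0.27), Solyc03g120380 (-0.068 to 0.38), Solyc06g008580 (-0.18 to 0.97), Solyc03g033590 (-0.32 to 1.25) and Solyc12g009280 (-0.20 to 0.39), in SI for Solyc01g111310 (-0.10 to 0.52), Solyc06g053260 (-0.48 to 0.25) and Solyc06g050500 (-0.21 to 0.23), and for the differences of Solyc06g053710 (-0.36 to 0.060), Solyc07g056580 (-0.48 to 0.060), Solyc02g092820 (-0.63 to 0.54), Solyc08g021820 (-0.57 to 0.017) and Solyc10g076920 (-0.19 to 0.34). With all libraries kept, 460 of the values for single genes in SC, 410 in SI and 157 for the difference stayed on the same side of the threshold, 27, 72 and 28 lost their call and 19, 3 and 0 gained one. For the difference, these values and the turns of sign cover only a part of the named genes, with the largest differences outside them.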

Differences from the paper's values

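Among the tests of this part, voom on the recovered reads was chosen only after the values were seen. Counts are compared at a 2-fold change, with the paper's unadjusted p replaced by an adjusted p under 0.05.

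The paper gives 753 downregulated SC genes, and here 283 fell at least 2-fold. Of the alternatives set before the data were examined, the fit of all 12 libraries (615) and the paper's criteria (753) fall within 1.5 times of the paper's count, and the others do not. The paper gives 804 SI genes, and here 424 changed. Only the paper's criteria (811) come within 1.5 times. For upregulated SI genes the paper gives 589, and here 352 rose. Again only the paper's criteria (593) come within 1.5 times. For downregulated SI genes the paper gives 215, and here 72 fell. The fit without SIUP replicate 1 (301) and the paper's criteria (218) come within 1.5 times, and the others do not.

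The text of the paper puts the high-quality share of the reads at about 98%, while its own Table 1 and the deposited counts give 89.4% to 90.0%. Its text counts 78 enriched SI terms, and Table S3 lists 77 below its threshold.

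The paper states that an aldehyde dehydrogenase of family 2 (Solyc08g068190) was upregulated in SC and that of family 3 (Solyc06g060250) downregulated in SI. Here the former was below the filter in SC and at -0.95 in SI (adjusted p = 0.0553), and the latter rose in SC by 1.34 and was at -0.22 in SI. In the authors' deposited table the former is marked in SI and the latter in SC. The paper has small auxin-up protein 58 (Solyc06g053260) upregulated in SI and not in SC. Here it rose in SC by 1.68 and was at -0.01 in SI, and the authors' table marks it in SC. It has IAA2 upregulated in SC, which is not marked in the authors' table. Here its adjusted p was 0.123, and 0.0366 with all 12 libraries.

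The paper names LeETR2 as the ethylene receptor identified in SC. Here LeETR6 rose in SC, and LeETR2 did not pass (-1.05), except with all 12 libraries (adjusted p 0.0484). Genes that the paper gives for one species and that here changed in both are LeETR6 (1.56 in SC), the ACO gene Solyc07g026650 (4.03 in SC), IAA3 (0.96 in SC) and IAA29 (2.67 in SI). The calls of single genes here use no fold threshold, and the rise of IAA3 in SC is under the 2-fold change that the paper requires. IAA26, which the paper gives for SI, rose in SC (2.85).

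The paper calls further genes that did not pass here. In SI these were tETR (0.97), IAA26 (1.43, passing without SIUP replicate 1), PYL8-like (-1.11), Solyc01g110570 (-1.08), Solyc03g033590 (1.79, passing without SIUP replicate 1) and Solyc12g009280 (1.84, passing without SIUP replicate 1, with all 12 libraries, and by voom on the recovered reads, which was chosen after seeing the values and called 36 of the 54 statements of the paper on named genes). In SC these were the ACS gene Solyc00g095860 (1.12, passing with all 12 libraries and without SCUP replicate 2), Solyc04g081250 (1.14, passing with quantile normalization and with all 12 libraries), LAX2 (-0.81), SAPK7-like (-0.78) and the b-ZIP gene (-0.85). Cul1, the TGA gene and Solyc03g124020 were below the filter in SI. The main comparison called 35 of the 54 statements, 9 of 17 in SC and 26 of 37 in SI.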

Other observations

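The test that takes SIUP1 for a pollinated library, the comparisons of its position with SIUP2 and SIUP3, the test of 89 genes against the lowest SIP library, and the test on genes with low values in the last paragraph were chosen only after the result was seen, and so was the rule of that paragraph that reads a share against its exact interval.

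The most risen IDs not named at a claim were Solyc08g080650 in SC, from 5.42 ± 4.33 RPKM (SD, n = 3) to 167 ± 107 RPKM (log2 fold change 5.08, standard error 0.86, adjusted p = 0.0211), and Solyc06g064800 in SI, from 0.302 ± 0.300 RPKM to 28.1 ± 16.8 RPKM (log2 fold change 4.99, standard error 0.57, adjusted p = 0.0101). The former was lost without SCUP3 (adjusted p = 0.0503), SCP2 (0.0625) or SCP3 (0.0558), with a range over the alternatives of 0.0037 to 0.366, and the latter without SIP1 (0.0551) and by voom (0.0591), with a range of 0.00917 to 0.358. Among falls, Solyc08g015830 in SC changed by -2.23 (adjusted p = 0.0316; lost without SCUP1, SCUP2, SCUP3 or SCP2, at 0.125, 0.0691, 0.109 and 0.0653, with a pseudocount of 0.1, at 0.0787, and by voom, at 0.0537; range 0.00585 to 0.187) and Solyc05g046180 in SI by -2.37 (adjusted p = 0.0475; among the fits with a library left out, it passed without SIUP1; it was also lost without the trend, at 0.0529, without the filter, at 0.0571, with pseudocounts of 0.1 and 1, at 0.0552 and 0.0540, with all 12 libraries, at 0.0956, and by voom, at 0.0740; it was -3.97 with a pseudocount of 0.1; range 0.0145 to 0.365). In SI the identified genes for xyloglucan:xyloglucosyl transferase activity, which acts on cell walls, rose in 5 of 7 cases (median log2 fold change 1.75), those for DNA-dependent regulation of transcription in 22 of 29 with 1 falling (median 1.55), those for the response to oxidative stress in 9 of 11 with 1 falling, and those for protein phosphorylation in 14 of 29 with 3 falling. The study picked these genes from the same libraries, so the counts are not independent evidence, and no set test was run.

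In other splits of the 6 libraries of a species, the highest count was 0 genes in SC, against 1303 for the real groups (1058 at least 2-fold, against 0), and 1 gene in SI, against 670 (424 at least 2-fold, against 1). In each case 1 of 10 splits, the real one, reached the count. With 10 splits no share under 0.05 can be had.

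The 166 genes that rose over 8-fold in SC differ between the unpollinated libraries: 153 are higher in SCUP2 than in SCUP1, and their medians are 2.79%, 9.46% and 6.50% of the SCP mean in SCUP1, SCUP2 and SCUP3. A difference in scaling is argued against, as the median log2 ratio of SCUP2 to SCUP1 is -0.175 over all tested genes and 1.25 over the risen genes. RNA of pollinated styles mixed into SCUP2 cannot be told apart from a difference between the styles: over the 76 well-measured risen genes the 5th percentile of the share is 0.386 of the median (bootstrap over genes 0.293 to 0.526), between the bounds set for either. A difference in the state of the styles is untested.

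SIUP1 lies nearer to the SIP libraries than SIUP2 and SIUP3 do: over the 942 risen and 301 fallen genes chosen without it, its median position between the other SIUP libraries (0) and SIP (1) is 0.521 (0.446 over the risen and 0.729 over the fallen genes), where SIUP2 and SIUP3, each over genes chosen without it, are at 0.003 and 0.042. The value of 0.521 argues against a pollinated library under its label. A mixture with SIP RNA as the whole cause is argued against too, since over 534 well-measured risen genes the 5th percentile of the position is -0.272 of the median (bootstrap over genes -0.364 to -0.212), while adding SIP RNA by calculation, at the median position of 0.531, puts it at 0.826 for SIUP2 and 0.907 for SIUP3 over the fewer risen genes (103 and 76) chosen without each. Such a mixture holds at least that share of the SIP level whatever the level of the style itself, yet of the 89 of these genes low enough in SIUP2 and SIUP3 to show it, 33 (37.1%, exact interval over genes, which are not independent, 27.1% to 48.0%) lie in SIUP1 under 0.5 of that share of the lowest SIP library, whereas 0% to 1.12% lie in a SIP library under 0.5 of the lowest other SIP library. A difference in the state of the styles stays open and was not tested.

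In SC the authors' criteria give 43.8% rising among the genes called, and limma gives 881 rising and 422 falling genes with SC fitted by itself, but 1634 rising and 2074 falling with all 12 libraries in the fit. Applied to log2(RPKM + 0.5), the authors' criteria give 58.7% rising (1034 rising and 728 falling; exact interval 56.3% to 61.0%), so the linear scale of the test is a candidate explanation. Genes with low values are argued against, since over the genes that pass the filter the share is 44.8% (495 rising and 609 falling; exact interval 41.9% to 47.8%). On quantile-normalized RPKM the share is 49.2% (644 rising and 664 falling), on the falling side, which counts against library scaling by the bound set before the result was seen, but its exact interval of 46.5% to 52.0% includes equal shares, so scaling stays undecided. The exact intervals count genes, which are not independent replicates, so they do not measure how these shares vary between libraries. What is argued against or left undecided here holds for these 6 libraries only. No biological explanation was tested.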
